# Intestinal-derived ILCs migrating in lymph increase IFNγ production in response to *Salmonella* Typhimurium infection

**DOI:** 10.1038/s41385-020-00366-3

**Published:** 2021-01-07

**Authors:** Verena Kästele, Johannes Mayer, Edward S. Lee, Natalie Papazian, John J. Cole, Vuk Cerovic, Gabrielle Belz, Michio Tomura, Gerard Eberl, Carl Goodyear, Rose A. Maciewicz, Daniel Wall, Tom Cupedo, David R. Withers, Simon Milling

## Abstract

Innate lymphoid cells (ILCs) are enriched in mucosae and have been described as tissue-resident. Interestingly, ILCs are also present within lymph nodes (LNs), in the interfollicular regions, the destination for lymph-migratory cells. We have previously shown that LN ILCs are supplemented by peripheral tissue-derived ILCs. Using thoracic duct cannulations, we here enumerate the intestinal lymph ILCs that traffic from the intestine to the mesenteric LNs (MLNs). We provide, for the first time, a detailed characterisation of these lymph-migratory ILCs. We show that all ILC subsets migrate in lymph, and while global transcriptional analysis reveals a shared signature with tissue-resident ILCs, lymph ILCs express migration-associated genes including *S1PR*s, *SELL* (CD62L) and *CCR7*. Interestingly, we discovered that while *Salmonella* Typhimurium infections do not increase the numbers of migrating ILCs, infection changes their composition and cytokine profile. Infection increases the proportions of RORyt^+^ T-bet^+^ ILCs, levels of IFNγ, and IFNγ/GM-CSF co-expression. Infection-induced changes in migratory ILCs are reflected in colon-draining MLN ILCs, where RORyt^+^ T-bet^+^ ILCs accumulate and display corresponding increased cytokine expression. Thus, we reveal that ILCs respond rapidly to intestinal infection and can migrate to the MLN where they produce cytokines.

## Introduction

Innate lymphoid cells (ILCs), are present throughout the body and make important contributions to tissue homoeostasis and immunity. ILCs comprise three subsets termed ILC1, ILC2 and ILC3, distinguished by their transcription factor profile and effector cytokines.^1–3^ ILCs are distinct from NK cells and are collectively termed ‘helper’ ILCs due to a lack of cytotoxic function and identified by their common expression of IL-7Rα.^2,4,5^ These helper ILCs are enriched at barrier sites including the gastrointestinal tract, where they are described as tissue-resident populations.^6–8^ However, in human blood, whilst progenitor populations are found, ILCs comparable to ‘mature’ tissue ILCs have also been described.^1,2,9,10^ Furthermore. trafficking of ILCs from the intestine to the MLN has been demonstrated, showing that not all murine ILCs remain anchored in tissues.^11^ Therefore, secondary lymphoid tissues contain migratory ILC populations, potentially enabling tissue-derived ILCs to influence lymph node immune responses.

Dysregulation of ILC functions contributes to pathology in inflammatory diseases, particularly at barrier sites.^12–14^ While lymphoid tissue inducer cells (LTi), an ILC3 population, are required for lymphoid organogenesis, the contributions of ILCs to adaptive immunity in secondary lymphoid tissues are less well understood. Although there is clear evidence for ILC regulation of adaptive immunity,^15–17^ questions remain about where these interactions occur and the contributions of tissue-derived ILCs.

In the MLNs, ILC2 and ILC3 are located in the interfollicular area of the LN, where lymph enters the node. Migratory cells such as dendritic cells (DCs) pass through this area.^11,18^ Because of the location of ILCs in MLN, combined with their migratory capacity, we hypothesised that lymph-migratory ILCs might be equipped to influence the initiation of adaptive immune responses. To test this, we assessed migratory cells in lymph isolated by thoracic duct cannulations of either intact mice, or mice that had undergone mesenteric lymphadenectomy. Here we provide an extended description of these intestinal migratory ILCs in health and after an acute infection. Interestingly, migratory ILCs change their composition and transcriptomic profile after *Salmonella* Typhimurium (STM) infection. In infected mice we find more migratory RORyt^+^ T-bet^+^ ILCs, with increased levels of IFNγ and some co-expression of GM-CSF. Similar cytokine and transcription factor profile changes are observed in the colon-draining LN. Thus, migratory ILCs respond to their environment, travel to the LNs, and are equipped to contribute to immune responses therein.

## Results

### A population of ILCs continuously migrates in intestinal lymph

ILCs at barrier sites have been mainly described as tissue-resident cells, including in the gastrointestinal tract.^6^ Interactions of ILCs with other immune cells are important for regulating adaptive immune responses.^15,19,20^ The importance of ILCs in LNs has recently been highlighted by reports that they contribute to the regulation of commensal-specific T cells and IgA production.^15,16^ We previously reported that some ILCs in the MLNs originate from the intestine^11^ but much remains unknown, including a detailed description of numbers and phenotype of migratory ILCs in steady state and during inflammation. To assess whether ILCs traffic to LNs via lymphatic vessels we characterised migratory cells in afferent lymph, collected by thoracic duct cannulations. Lymph was collected from both intact and mesenteric lymphadenectomised (MLNx) mice.^21^ Cannulation of intact mice allows the collection of cells that have exited the MLNs via the efferent lymphatics (MLN-derived cells) (Fig. 1a), whereas pseudo-afferent lymph from MLNx mice contains cells that have exited the intestine (tissue-derived cells) (Fig. 1b). After cannulation, lymph is collected from conscious freely moving animals for 18–24 h. We analysed the cellular composition of intestine-derived lymph by staining for CD4 and CD8 T cells (CD45^+^ CD3^+^ CD5^+^ CD4^+^ or CD8^+^), B cells (CD45^+^ B220^+^), dendritic cells (DCs) (CD45^+^ MHCII^+^ CD11c^+^) and ILCs (CD45^+^, CD3^−^, CD5^−^, B220^−^, CD11c^−^, CD11b^−^, IL-7Ra^+^, intracellular CD3^−^) (gating strategy Fig. S1A, B). The majority of intestinal migratory cells are B cells (60%), CD4^+^ T cells, (20%) and CD8^+^ T cells (20%). DCs comprise 1% of migratory cells^21^ (Fig. S1C). In both intestine- and MLN-derived lymph we identified a small but consistent ILC population. Both intestine- and MLN-derived lymph contain comparable frequencies of migratory ILCs; 0.01–0.03% of CD45^+^ cells. This represents ~200–2000 ILCs migrating per 24 h (Fig. 1c). To confirm that these cells belong to the ILC family, we assessed their expression of Id2, a key transcription factor for ILC lineage specificity.^22^ We examined Id2-GFP expression in cells from intestine-derived lymph and MLNs of Id2^GFP/+^ mice.^23^ Whereas B cells and T cells lack Id2 expression, 70–95% of DCs and ILCs in both afferent lymph and MLNs were Id2 positive. Frequencies of Id2^+^ ILCs in the lymph are comparable to frequencies in the MLN (Fig. 1d). Although 10–20% of lymph-migratory ILCs appear Id2 negative, they express Thy1.2 (Fig. 1e), indicating that they likely belong to the ILC family.^24^

**Fig. 1:**
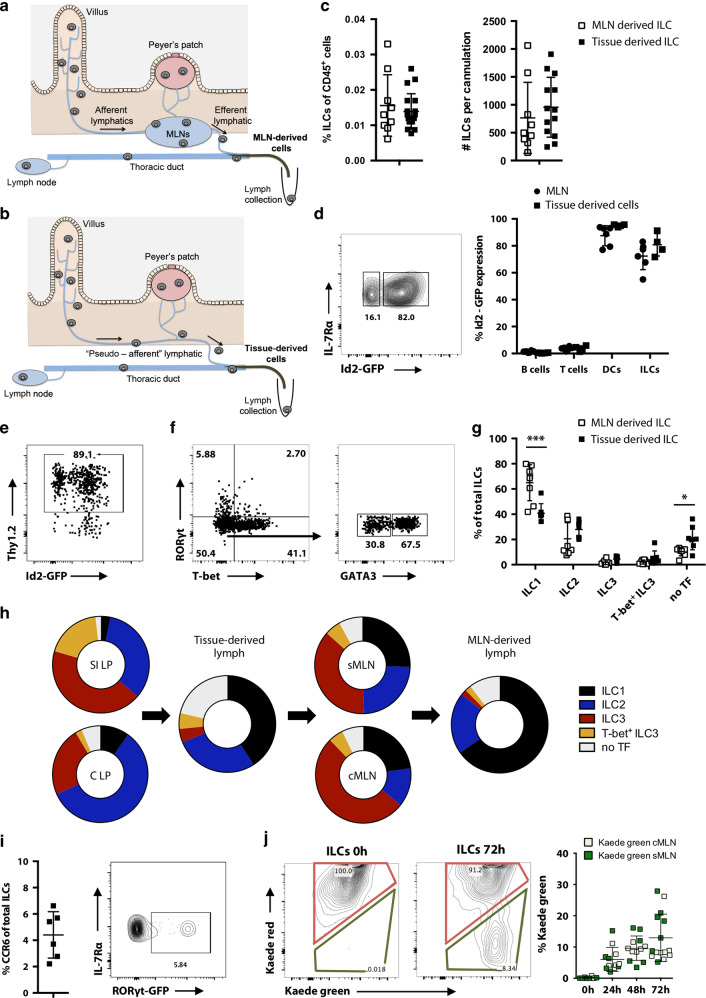
A population of ILCs continuously migrates in intestinal lymph. Schematic figures of the lymphatic system in the small intestine of (**a**) intact and (**b**) mesenteric lymphadenectomised mice are shown. Lymph and migratory cells were isolated by thoracic duct cannulation of intact (MLN-derived lymph) or mesenteric lymphadenectomised (tissue-derived lymph) C57BL/6 mice and collected for 18–24 h. **c** ILCs in tissue-derived and MLN-derived lymph were identified as live, single, CD45^+^ IL-7Rα^+^ lineage^−^ (CD11b^−^ CD11c^−^ B220^−^ CD3^−^ CD5^−^ intracellular CD3^−^) cells. The percentage and total cell numbers of ILCs per cannulation were assessed by flow cytometry of at least three independent experiments (*n* = 9–19). **d** Migratory ILCs were analyzed for Id2 expression by cannulating MLNxed Id2^GFP/+^ reporter mice. Additionally, cells were isolated from mesenteric lymph nodes (MLNs) of age matched Id2^GFP/+^ reporter mice. A representative FACS plot for Id2 expression in lymph ILCs (CD45^+^ IL-7Ra^+^ lineage^−^ cells) and percentages of Id2 expression in MLNs and lymph ILCs, B cells (live, single, CD45^+^ B220^+^ cells), T cells (live, single, CD45^+^ CD3^+^ CD5^+^ cells) and migratory DCs (live, single, CD45^+^ MHCII^high^ CD11c^+^ CD64^−^ cells) are shown. Data from two independent experiments for MLN and three independent experiments for lymph samples are shown. Each dot represents an individual animal (*n* = 4–6). **e** FACS plot of Thy1.2 expression on migratory ILCs isolated from afferent lymph of Id2^GFP/+^ mice is shown. **f** Plot shows tissue-derived cells isolated by thoracic duct cannulations of C57BL/6 mice that had undergone mesenteric lymphadenectomy and ILC subsets were identified by staining for the transcription factors T-bet, GATA3 and RORγt. **g** MLN-derived cells and tissue-derived cells were isolated by thoracic duct cannulation and the composition of ILCs assessed. Data are representative for at least three independent experiments (*n* = 7–8). Each dot represents an individual animal. **h** Proportions of each type of ILCs in each tissue compartment are represented by donut plots. Each donut represents data from at least two independent experiments (*n* = 6–8). **i** Percentages of CCR6 expressing ILCs in tissue-derived lymph of C57BL/6 mice are displayed. Data from three independent experiments are shown (*n* = 6). FACS plot of RORyt expression in tissue-derived ILCs in a *Rorc(γt)*^+/GFP^ reporter mouse that previously underwent mesenteric lymphadenectomy is shown. **j** At laparotomy, MLNs of Kaede mice were exposed to low-intensity violet light. Small intestinal (sMLN) or colonic (cMLN) draining lymph nodes were removed either immediately or after 24, 48 or 72 h. Representative FACS plots of photoconverted Kaede red ILCs (live, single, CD45^+^ IL-7Rα^+^ lineage^−^ Kaede green^+^ Kaede red^+^) and non-converted Kaede green ILCs (live, single, CD45^+^ IL-7Rα^+^ lineage^−^ Kaede green^+^ Kaede red^−^) in sMLNs at 0 and 72 h after laparotomy are shown. Graph displays the expression of non-converted Kaede green ILCs in the sMLNs (dark colour) or cMLNs (light colour). Each dot represents an individual animal with sMLNs and cMLNs harvested from the same animal (*n* = 5–8) in two independent experiments.

We analysed the subset composition of migratory ILCs by staining for T-bet, GATA3 and RORyt. In tissue-derived lymph, ILC1s (T-bet^+^, 40%) and ILC2s (GATA3^+^, 28%) were the most frequent among total migratory ILCs (Fig. 1f, g). Interestingly, although all ILCs subsets were also found in MLN-derived lymph, the majority of ILCs exiting the MLNs (65%) are T-bet positive ILC1s (Fig. 1g). Given that the composition of ILCs entering and leaving the MLN is different, some ILCs appear not to leave the MLN after having migrated from the intestine. Figure 1h shows the proportions of each ILC type in the different anatomical compartments. Although the majority of ILCs in the MLNs are ILC3s, as previously reported,^11^ few ILC3s appear to migrate in the lymph. Conversely, ILC1s were found at the highest frequencies in both intestine-derived and MLN-derived lymph. To confirm that few ILC3s migrate from the intestine, intestine-derived lymph ILCs were stained for CCR6, and were also collected from a *Rorc(γt)*^+/GFP^ mouse. Both CCR6 and RORγt-GFP signals were detected at low frequencies in intestine-derived lymph ILCs (~5% of total lymph ILCs) (Fig. 1i). Together, these data demonstrate that all intestinal ILC types migrate in lymph, although at different frequencies, and some of these ILCs are retained in the LN.

### ILCs migrate to MLNs from both the small intestine and colon

To address migratory intestinal ILCs dynamics in more detail, we assessed whether ILCs from both the colon and the small intestine migrate to the MLNs. We exposed MLNs of photoconvertible Kaede mice to violet light.^25^ Kaede mice ubiquitously express the Kaede green protein, which switches to Kaede red when exposed to violet light. Using low-intensity violet LED lights, MLNs were photoconverted while other tissues were light-protected to allow tissue-specific photoconversion. Because lymphatic vessels of the small intestine and the colon drain to different nodes within the chain of MLNs,^26^ we separately analysed colon draining (cMLN) and small intestine-draining MLN (sMLN), either immediately or 24, 48, or 72 h after MLN photoconversion. Cells located in MLNs at the time of photoconversion express both the Kaede green and the Kaede red proteins, whereas incoming migratory cells only express Kaede green. We can therefore distinguish recently migrated ILCs as Kaede green cells that lack the Kaede red. All MLN ILCs expressed photoconverted Kaede red protein when analysed immediately after photoconversion and no Kaede green single positive cells are detectable (Fig. 1j). The frequency of Kaede green-only migratory ILCs increases gradually up to 13% of total MLN ILCs by 72 h post photoconversion (Fig. 1j). In contrast, the majority of T cells have been replaced by incoming circulatory T cells after only 24 h (70% Kaede green of total T cells) (Fig. S1D). We detected similar frequencies of new incoming ILCs in both the sMLN and cMLNs, (Fig. 1j). In addition, lower frequencies of CCR6^+^ ILCs are found, both in the incoming Kaede green ILCs and in the lymph, than in Kaede red MLN-resident ILCs (Fig. S1E). Thus, migratory ILCs do not become CCR6^+^ after reaching the MLN. In summary, these data indicate that ILCs in the cMLN and sMLN are supplemented at similar proportions by migratory ILCs.

### Increased migration of colonic RORyt^+^ T-bet^+^ ILCs during *S*. Typhimurium infections

We next assessed how intestinal infection impacts ILC migration. Therefore, we infected mice with STM, after pre-treatment with streptomycin.^27^ We chose STM infection because it provides a model of acute colonic inflammation, with reported contributions of ILCs in the early phase of the immune response.^28^ Consistent with the infection being localised primarily in the colon, we detected increased total cell numbers in the colonic lamina propria and the cMLN, but not the small intestine or sMLN (Fig. S1F). Because ILCs migrate from the colon to the cMLN, we assessed whether infection increased the numbers of migratory ILC in intestine-derived lymph. Thus, MLNx mice were infected with STM and intestinal lymph was isolated 48 h post infection. Control mice received streptomycin antibiotics (ABX) without infection. Staining of lymph revealed that STM infection does not alter the frequency or number of migratory ILCs in lymph (Fig. 2a). However, intestine-draining lymph of STM-infected mice showed an increased proportion of RORyt^+^ T-bet^+^ ILCs (labelled as T-bet^+^ ILC3s in figures), which are almost absent from lymph of control mice (Figs. 1h and 2b). The changes in ILC frequencies that occur in lymph after infection are summarised in Fig. 2c. Corresponding to the changes in intestinal lymph, we detected an accumulation of RORyt^+^ T-bet^+^ ILCs in the cMLN (Fig. 2d, e). The increased proportion of RORyt^+^ T-bet^+^ ILCs in the lymph and MLN after STM infection reflects changes in the colonic lamina propria, where this population was decreased after STM infection (Fig. 2f). We detected no differences in total ILC cell numbers or frequencies of RORyt^+^ T-bet^+^ ILCs in the SI LP or sMLN (Fig. S1G, H). Thus, following STM infection, changes in the composition of ILC subsets were restricted to the colon and cMLNs, and corresponding changes were observed in the migratory ILC population.

**Fig. 2:**
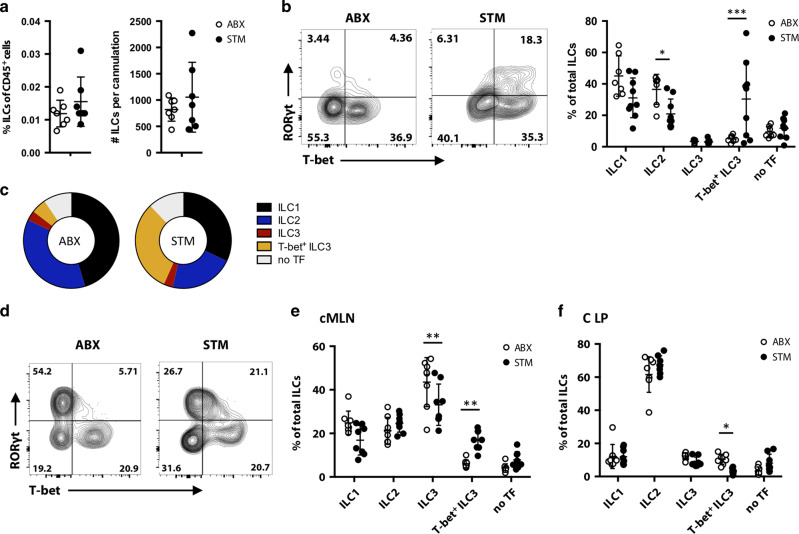
Increased migrating colonic RORyt^+^ T-bet^+^ ILCs after *S*. Typhimurium infection. C57BL/6 mice that previously underwent mesenteric lymphadenectomy received streptomycin (ABX) or received streptomycin and were infected orally after 24 h with *S*. Typhimurium (STM). Migratory cells were collected by thoracic duct cannulations 48 h post infection and cells collected for 18–24 h. Migratory cells were stained with antibodies for phenotypic analysis by flow cytometry. **a** Graphs show the percentages and total cell numbers of migratory ILCs per cannulation in lymph of *Salmonella* (STM) infected and control (ABX) mice. Each dot represents an individual animal (*n* = 7) from at least three independent experiments. **b** ILC subsets were analysed by assessing the expression of the transcription factors T-bet, GATA3 and RORγt. Representative FACS plots of T-bet and RORγt expression in migratory ILCs of STM and control mice are displayed. Graph shows the percentages of ILC subsets in control an STM-infected mice. Each dot represents an individual animal (*n* = 7–9) from at least three independent experiments. **c** Donut plots display the proportions of ILCs from control or STM-infected mice, Data from at least three independent experiments are shown (*n* = 7–9). **d** Intact C57BL/6 mice received streptomycin (ABX) or received streptomycin and were infected after 24 h with STM. Cells from colonic LP (C LP) and cMLNs were isolated 3 days post STM infection. ILC subsets were identified by the expression of the transcription T-bet, GATA3 and RORγt. **d** Representative FACS plots of T-bet and RORγt stained ILCs in cMLNs of STM infected and control mice are shown. Graph in (**e**) shows the composition of ILCs in the cMLN. **f** Shows ILC populations in the C LP of STM-infected and control (ABX) mice. Each dot represents an individual animal (*n* = 8) from at least three independent experiments.

### The transcriptomic profile of ILCs in lymph closely matches with tissue-resident ILCs

To better characterise migratory ILCs we assessed their transcriptomic profile, by global gene expression analysis, using total ILCs from the lamina propria and total migratory ILCs from intestine-derived lymph. Lymph samples were obtained both from animals in the steady state and after STM infection. The ILCs were compared with CD4^+^ T cells from lymph and lamina propria, collected from the same steady state mice (sort purity shown in Fig. S2A, B). Principal component analysis and unsupervised clustering of the RNA sequencing data revealed that migratory ILCs cluster tightly with tissue-resident ILCs in steady state and are distinct from T cells (Fig. 3a, b). In the unsupervised heatmap of genes that are differentially expressed in any combination (Fig. 3b), clusters of genes associated with particular cells and conditions can be seen. Cluster I is T-cell-specific. Cluster II contains genes that are expressed at higher levels in the lymph. Cluster III is upregulated in T cells and ILCs in the LP. Cluster IV is upregulated in all ILCs, compared to T cells. Similar expression levels of *Id2*, *Zbtb16* and *Gata3*, all key transcription factors for ILC development,^1^ were detected in both migratory and tissue-resident ILCs (Fig. 3c). Consistent with the protein data in Fig. 1, we detected low expression levels of *Rorc* in migratory ILCs compared to tissue-resident ILCs whereas there was no difference in the expression levels of T-bet (Fig. 3c). To investigate whether the migratory ILC population was distinct from T cells, the most likely contaminant, we examined expression levels of genes characteristic of intestinal ILCs. As expected, lymph ILCs show higher expression levels of *Rxrg*, *Cxcr6*, *Gata3*, *Id2*, *Ahr, Rora, Espas1,*^29^ and express low levels of T cell associated transcripts *Cd3e Cd3g*, and *Cd4* (Fig. 3d).

**Fig. 3:**
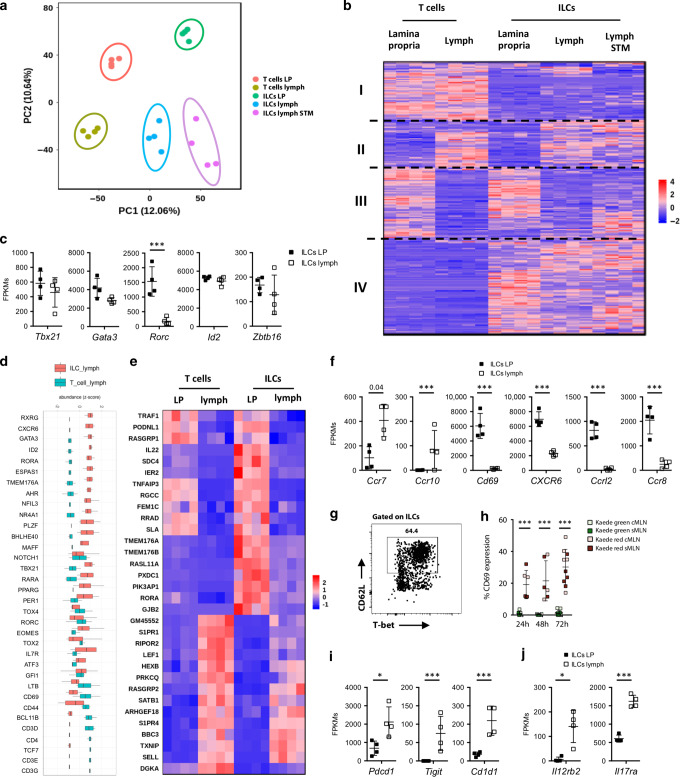
ILCs in lymph have a migratory gene expression signature. Cells from the lamina propria (LP) or lymph were isolated from C57BL/6 mice that previously underwent complete mesenteric lymphadenectomy. Lymph was isolated by thoracic duct cannulations and migratory cells were collected for 18–24 h. **a** Principal component analysis of gene expression data for ILCs and T cells isolated from the LP and lymph in steady state or after *STM* infection. The first two components are shown with replicates represented by dots. The total variation by each component is shown. **b** Heatmap shows the significantly different genes (fold change >2 and adjusted *p* value < 0.01) between T cells and ILCs isolated from the lamina propria and lymph in steady state and after STM infection. Genes (*y*-axis) and samples (*x*-axis) have been clustered using spearman distances and UPGMA agglomeration. **c** Transcription levels of selected genes in ILCs isolated from lymph compared to the lamina propria in steady state are displayed as FPKMs. **d** Plot shows the clustered expression levels of selected genes in ILCs compared to T cells isolated from lymph in steady state. **e** Genes altered in all migratory cells (CD103^+^ DCs, CD103^+^ CD11b^+^ DCs, T cells and ILCs) isolated from lymph compared to the lamina propria, in steady state (fold change >2 and adjusted *p* value < 0.01) were identified and expression levels of genes for ILCs and T cells shown in graph. **f** Transcription levels of migration-associated genes in ILCs isolated from lymph compared to the lamina propria in steady state are displayed as FPKMs. **g** Cells from lymph were isolated by thoracic duct cannulation of C57BL/6 mice that previously underwent mesenteric lymphadenectomy. A representative FACS plot of CD62L and T-bet staining on ILCs in lymph is displayed. FACS Plot is representative for two independent experiments (*n* = 2). **h** At laparotomy, MLNs of Kaede mice were exposed to low-intensity violet light. Small intestinal (sMLN) or colonic (cMLN) draining lymph nodes were removed either immediately or after 24, 48 or 72 h. Isolated cells were stained with antibodies for the analysis by flow cytometry and graphs display the percentages of CD69 expression on ILCs. Each dot represents an individual animal with cMLN and sMLNs isolated from the same mouse (*n* = 3–5) of one experiment. **i**–**j** Transcription levels of selected significantly altered genes in ILCs isolated from lymph compared to the lamina propria in steady state are displayed as FPKMs.

### Migratory ILCs express genes involved in active migration

To assess whether the migratory ILCs in lymph actively migrate from the intestine to the MLNs, we compared tissue-derived lymph cells with their tissue-resident counterparts. We aimed to identify a migratory signature shared by T cells and ILCs. For this analysis, we compared the global transcriptomic profile of ILCs and T cells with similar profiles generated from CD103^+^ DCs and CD103^+^ CD11b^+^ intestinal lymph DCs (Fig. S2C). The DCs are used as a positive control as their active migratory behaviour is well described.^21,26,30^ Interestingly, all cell types share 32 genes that are significantly altered in the migratory population compared to their intestinal tissue-resident counterparts (Fig. 3e and DCs in Fig. S2C). All these genes have similar patterns of expression in T cells and ILCs. We observed several genes known to be associated with regulation of cell migration or motility such as *Rasgrp2,*^31^ *Satb1,*^32^ *S1pr1, S1pr4*^33–35^ and *Sell* (CD62L)^36^ to be commonly upregulated in ILCs, T cells. and in DCs isolated from lymph (Fig. 3e and DCs in S2D). Additionally, comparison of migratory lymph ILCs with ILCs from the lamina propria, also revealed *CCR7* and *CCR10* to be highly expressed in lymph ILCs, whereas lymph ILCs display low expression of *Cd69, Cxcr6, Ccrl2 and Ccr8* (Fig. 3f). We validated transcriptome results with protein staining; we detected CD62L-positive ILCs in intestine-derived steady state lymph (Fig. 3g). We also detected positive protein staining for Ly6d and Ki-67 that correlated with high levels of gene expression on intestine-derived lymph ILCs (Fig. S2E, F). Furthermore, by photoconverting the MLNs of Kaede mice, we detected that recently migrated ILCs lack CD69 (Kaede green cells), whereas up to 20% of tissue-resident ILCs (Kaede red) are CD69 positive (Fig. 3h). Comparisons between the transcriptomes of steady state lymph and tissue-resident ILCs provide clues to the functions of these migratory ILCs. For instance, migratory ILCs express higher levels of *Pdcd1*, *Tigit* and *Cd1d1* (Fig. 3i) and of the genes encoding cytokine receptors IL-12R and IL-17R (Fig. 3j). Thus, migratory ILCs may be poised to respond to T-cell cytokines and influence T-cell responses in the draining lymph node.

### After infection, migratory ILCs express interferon response genes

To understand how migratory ILCs change during immune responses, we compared migratory ILCs from STM-infected mice to steady state migratory ILCs. 135 genes were significantly upregulated and 77 genes downregulated in STM*-*infected lymph ILCs (Fig. 4a). The complete list of all differentially expressed genes is shown in Fig. S3A. Pathway analysis identified that migratory ILC genes altered during STM infection are commonly associated with interferon signalling (Fig. 4b). After STM infection migratory ILCs express significantly higher levels of *Ccl3, Gbp2, Gbp6, Irf1, Irf4, Irf7, Pml* and *Stat1* (Fig. 4c), all of which are regulated in response to interferon gamma. Thus, intestinal migratory ILCs appear able to respond directly to cytokines. Because RORyt^+^ T-bet^+^ ILCs increased in the lymph of STM-infected mice (Fig. 2b), we assessed expression of ILC1- and ILC3-associated cytokine genes. This revealed increased transcript levels of IL-22 in lymph ILCs after STM infection (Fig. 4d). Furthermore, expression of chemokine genes *Ccl3*, *Cxcl2* and *Cxcl10* also significantly increased in migratory ILCs after STM infection (Fig. 4c, e). Thus, after infection, ILCs show a diverse transcriptomic profile, characterised by a strong response to interferon signalling. Consequently, intestinal ILCs may release chemokines to recruit immune cells, and also produce cytokines to shape adaptive immune responses.

**Fig. 4:**
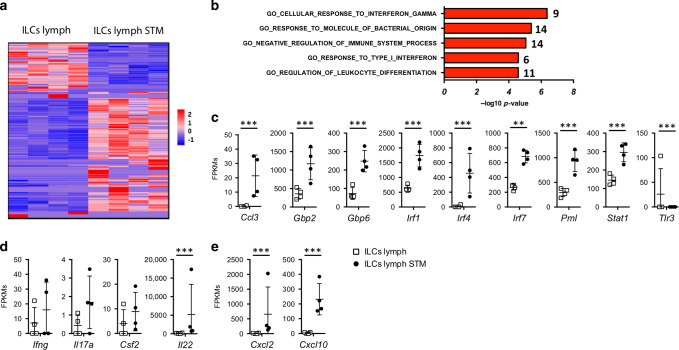
Migratory ILCs express Interferon response genes and change their transcriptional profile. **a** Heatmap is showing the significantly different genes (fold change >2 and adjusted *p* value < 0.01) between migratory ILCs isolated from lymph in steady state and STM-infected mice. Genes (*y*-axis) and samples (*x*-axis) have been clustered using spearman distances and UPGMA agglomeration. **b** The top altered pathways in lymph ILCs after *Salmonella* infection compared to steady state migratory ILCs are shown. **c** Significantly altered genes in STM-infected ILCs that mapped to the cellular response to interferon gamma pathway are displayed as FPKMs. **d** Selected cytokines and chemokines are displayed as FPKMs. **e** Selected genes in migratory ILCs in lymph of STM-infected mice compared to steady state are shown.

### After STM infection migratory ILCs are activated, and display increased IFNγ production

The changes in gene expression after STM infection indicate activation of migratory ILCs. We therefore looked for corresponding changes in protein expression indicative of ILC activation. As transcripts encoding IL-22 were increased in lymph ILCs during infection, we assessed the cytokine profile of migratory ILCs. Although there was no difference in the percentages of ILCs expressing IL-17A, IFNγ, GM-CSF or IL-22 between ILCs from steady state and STM-infected mice, we identified increased expression of IFNγ (assessed by analysing the MFI) after STM infection. During STM infection we also observed an increased proportion of IFNγ/GM-CSF co-expressing lymph-migratory ILCs (Fig. 5a–c). We observed corresponding changes in MLN ILCs after STM infection. The cMLN of STM-infected mice contained a lower frequency of IL-17A producing ILCs, and increased proportions of IL-22 expressing ILCs. We also detected an increased frequency of IFNγ-producing ILCs in both the sMLN and the cMLN (Fig. 5d, e). Unlike in the migratory ILCs, we do not detect an increase in the MFI for IFNγ in MLNs after STM infection unless we pre-gate on IFNγ^+^ ILCs (Fig. 5f and S3B, C). Interestingly, corresponding to the changed cytokine profile detected in lymph, a population of IFNγ GM-CSF double-producing ILCs is found in the cMLN of infected mice (Fig. 5f). These data indicate that ILCs migrating from an inflamed environment, such as in the colonic LP after STM infection, show an activated phenotype and produce cytokines in the draining LNs. Thus, a population of intestinal ILCs can respond to local infection, migrate to the draining lymph node, and help to establish the cytokine environment needed to successfully induce adaptive immunity.

**Fig. 5:**
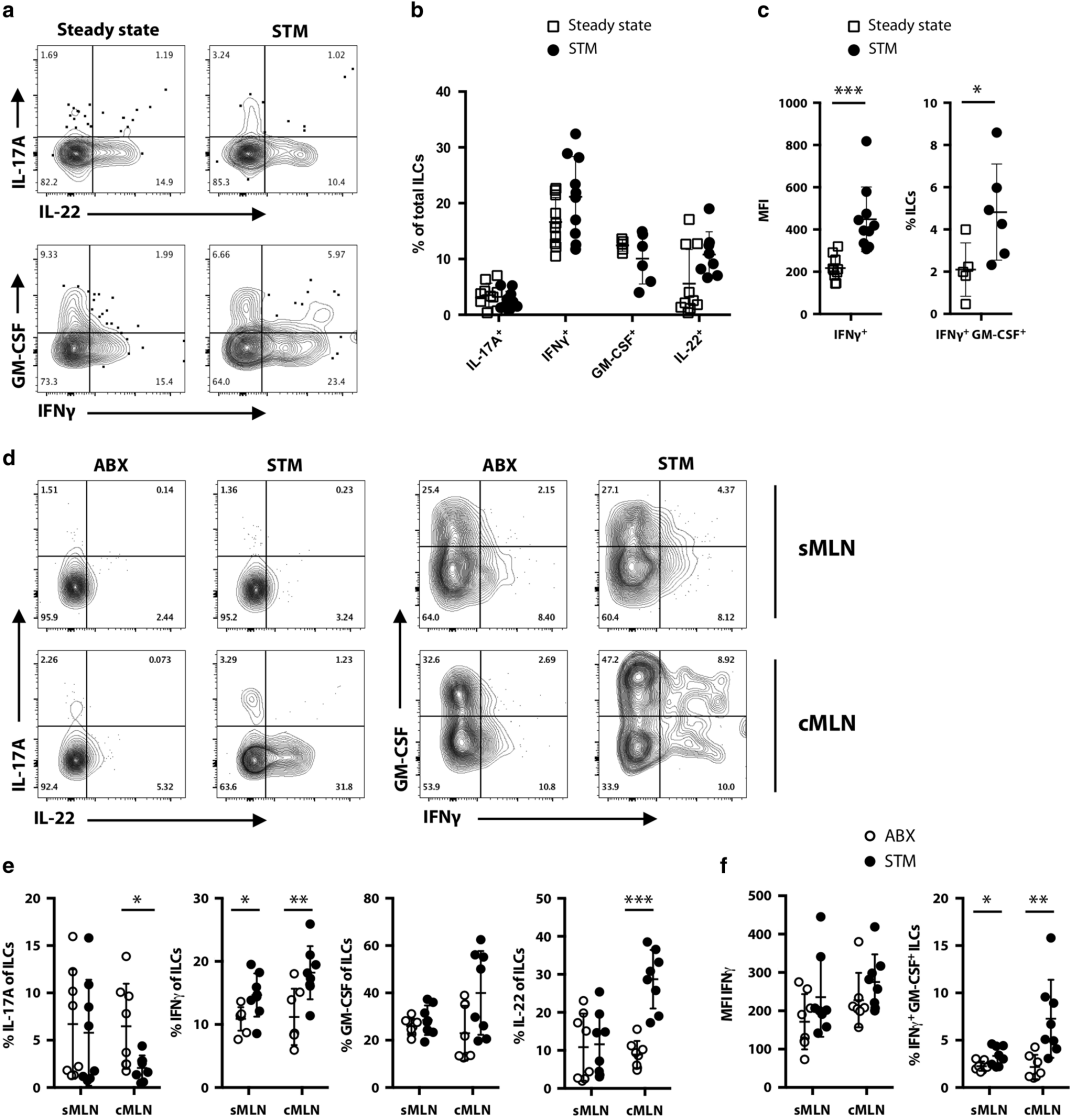
Migratory ILCs display an activated phenotype and display increased IFNγ production during STM infection. **a** C57BL/6 mice that previously underwent mesenteric lymphadenectomy received streptomycin (ABX) and were infected after 24 h with STM. Migratory cells were collected by thoracic duct cannulations on day 2 post infection. ILCs were analysed for the expression of IL-17A, IFNγ, IL-22 and GM-CSF. Cytokine expression is compared to migratory ILCs in the steady state. Representative FACS plots and (**b**) a graph displaying the percentages of cytokine expressing ILCs are shown. **c** Mean fluorescent intensity (MFI) of IFNγ and percentages of IFNγ GM-CSF co-expressing ILCs in pseudo-afferent lymph of ILCs in steady state and *Salmonella* infected mice is displayed. Each dot represents an individual animal and data are from at least two independent experiments (*n* = 5–10). **d** C57BL/6 mice received Streptomycin (ABX) and were infected after 24 h with *S*. Typhimurium (STM). Control mice received Streptomycin only. Cells from the sMLN and cMLN were isolated 72 h post STM infection. ILCs in the MLNs were assessed for expression of the cytokines IL-17A, IFNγ, IL-22 and GM-CSF. Representative FACS plots and (**e**) graphs display the percentages of cytokine expressing ILCs in the sMLN and cMLN. **f** Mean fluorescence intensity (MFI) of IFNγ and percentages of IFNγ GM-CSF co-expressing ILCs in MLN ILCs in ABX control and STM-infected mice is displayed. Data from two independent experiments are shown with each dot representing an individual animal (*n* = 8).

## Discussion

Intestinal ILCs play important roles in regulating tissue homoeostasis and defence against pathogens. Their dynamics in lymph nodes are less well understood. Here we show that all subsets of helper-like ILCs migrate in intestinal lymph. Migratory intestinal ILCs derive from both the colon and the small intestine and express molecules required for migration (CCR7, CD62L, S1P1Rs). After STM infection populations of lymph-migratory ILCs display increased expression of RORyt^+^ and display elevated levels of IFNγ. These changes are reflected in ILCs in colon-draining MLN, indicating that tissue-derived ILCs contribute to shaping the LN environment.

As reported,^6^ we also find that most intestinal ILCs are tissue-resident; only a small fraction migrate into the lymph. Previously it has not been possible to detect ILC migration from tissue to LNs unless the ILCs return to the circulation. Thus, ILC movements in and out of MLNs have not previously been described. Interestingly, while the majority of ILCs in the MLNs are ILC3s, these form only a small fraction of lymph-migratory ILCs in the steady state (Fig. 1h). ILC3s in MLNs are long-lived cells^37^ and our data indicate that MLN ILC3 may be replenished by tissue-derived ILCs relatively slowly compared to ILC1 and ILC2. Due to small numbers of ILCs in the MLNs, migration of a small fraction of intestinal ILCs still replenishes 10% of MLN ILCs within 48 h (Fig. 1k).

In MLN-derived lymph, the majority of ILCs are ILC1s (Fig. 1h), consistent with previous observations.^6,38^ Thus, a population of ILC1s, like NK cells,^39^ circulates between LNs.

Analysis of the transcriptomes of migratory ILCs and tissue ILCs, revealed a migratory signature shared with both DCs and CD4^+^ T cells (Fig. 3e). Our intestinal migratory ILCs, express S1P receptors, CCR7, CD62L and lack CD69. An ILC2 population that traffics from the intestine to the lung during helminth infections displays similar properties, expressing S1PRs but not CD69.^34^ Thus, all ILCs may depend on similar receptors for their migration. Migration requires a co-ordinated and complex set of changes in gene expression, and only a small proportion of ILCs undergo these changes, even after STM infection; these will be an important focus of future work.

After infection with STM migratory ILCs appear to respond to interferons (Fig. 4), and a population of migratory RORyt^+^ T-bet^+^ ILCs increases (Fig. 2). Infection induces increased ILC production of IFNγ, and some begin to co-express GM-CSF (Fig. 5). This co-expression of IFNγ and GM-CSF in migratory ILCs correlates with the increase in the proportion of RORyt^+^ T-bet^+^ ILCs. This RORyt^+^ T-bet^+^ ILC population is an important early source of IFNγ in the lamina propria during STM infection,^28^ and it would be interesting to examine whether this may also contribute to the GM-CSF produced in the intestine after STM infection. Here we now show that RORyt^+^ T-bet^+^ ILCs may also be crucial in the draining LNs early during the immune response. Indeed, consistent with our lymph data, we detect a parallel accumulation of RORyt^+^ T-bet^+^ ILCs, and changes in the cytokine profile of ILCs in the MLNs during STM infection. It is possible, and perhaps likely, that migratory ILC1s and/or MLN-tissue-resident ILCs might also contribute to the cytokine profile observed in cMLN ILCs in response to STM infections (Figs. 3 and 5).

During Th1 priming, IFNγ in the lymph node drives the differentiation of Th1 cells. NK cells are an early source of this IFNγ.^40^ We now show that migratory ILCs are also an early source of IFNγ in the LN. Similarly, the GM-CSF released by ILCs locally in the interfollicular area might further support the anti-STM response by enhancing T cell priming by DCs,^41^ and by recruiting other immune cells, including neutrophils, into the MLN.^42,43^ The specific location of ILCs in the LN interfollicular area, close to DCs, T cells and B cells,^11^ makes them credible as influencers of adaptive immune responses. Furthermore, migratory ILCs express increased levels of *Cxcl10* after STM infection so may actively contribute to intranodal positioning of CXCR3-expressing T cells^44^ and recruitment of NK cells^40^ into the MLN to enhance Th1 responses. Thus, migratory ILCs may contribute to T-cell differentiation by augmenting critical cytokine levels early during the response in the MLN, and by contributing to recruitment of both cytokine-producing and responder cells. However, many questions still remain, including: what signals drive ILC to exit the tissue; how is migration regulated during inflammation; and in the absence of migratory ILCs, are adaptive immune responses less efficiently induced, or delayed?

Our data provide a detailed characterisation of migratory intestinal ILCs. We show that migratory ILCs supplement ILCs in lymph nodes, and that infection activates migratory ILCs. These data indicate the potential for crosstalk between migratory ILCs and other immune cells in the LN, which may contribute to the early events that shape adaptive immune responses.

## Material and methods

### Mice

C57BL/6 mice were purchased from Envigo Laboratories at 5–8 weeks of age and maintained in individually ventilated cages (IVC) at the Central Research Facility, Glasgow, UK. Id2^+/GFP^ and *Rorc(γt)*^+/GFP^mice were bred at the Veterinary Research Facility, Glasgow, UK. Id2^+/GFP^ mice were originally generated by Gabrielle Belz (Walter and Eliza Hall Institute of Medical Research, Australia)^23^ and *Rorc(γt)*^+/GFP^ mice were generated by Gerard Eberl (Institut Pasteur, France).^45^ Kaede mice (originally from Kenji Kabashima)^46^ were bred at the Central Research Facility, Glasgow, UK. All mice were bred and housed under specific pathogen free conditions. All procedures were approved by the local ethical committee and carried out under licenses issued by the UK Home Office.

### Surgical procedures

#### Kaede photoconversion

As previously reported,^26^ for the photoconversion of the Kaede green protein in the MLN, the lymph nodes of *Kaede* transgenic mice were exposed to low-intensity violet light (395 nm UV LED) for 6 min after laparotomy. The MLNs were exposed to the violet light whilst protecting the surrounding tissue from light using aluminium foil.

#### Mesenteric lymphadenectomy and thoracic duct cannulations

Mesenteric lymphadenectomy and thoracic duct cannulations were performed according to published protocols.^47^ Mesenteric lymphadenectomy was performed on 5–9-week old male mice. Thereby, the complete MLN chain was removed by blunt dissection after laparotomy. Mice were allowed to recover for at least 6 weeks in IVCs before the thoracic duct was cannulated. Lymph was collected on ice for 18–24 h in PBS with 20 U/ml of heparin (Wockhardt).

#### Cell isolations from tissues

For the isolation of cells from the small intestinal and colonic lamina propria, the tissues were cut longitudinally and into sections following the removal of fat. Peyer’s Patches (PPs) were removed from SI samples. The tissues were incubated for two rounds in HBSS with 2 mM EDTA at 37 °C, for 20 min for the SI or 15 min for the colon, in a shaking incubator. The SI was digested in complete RPMI supplemented with 1 mg/ml Collagenase VIII (Sigma) at 37 °C for ~15 min. The colon was digested in complete RPMI containing 0.85 mg/ml Collagenase VIII (Sigma), 1.25 mg/ml Collagenase D (Roche, Switzerland), 1 mg/ml Dispase (Gibco) and 30 μg/ml DNAse (Roche) at 37 °C for ~40 min. After the digest, cells were passed through a 100 and 40 μm cell strainers.

LNs were cut into smaller pieces and digested for 20 min at 37 °C in RPMI supplemented with 0.075 mg/ml DNAseI (Roche) and 0.75 mg/ml Collagenase-Dispase (Roche). After the digest, cells were passed through a 40 μm cell strainer.

Lymph cells were passed through a 40 μm cell strainer.

#### *S*. Typhimurium infections

Mice received 20 mg streptomycin (Sigma) in 100 μl PBS via oral gavage 24 h before infection with *Salmonella enterica serovar* Typhimurium (*S*. Typhimurium) SL1344. *S*. Typhimurium was grown in luria broth (LB) at 37 °C for 5 h at 180 rpm. After incubation, the cultures were diluted 1:2 in LB and further kept in a static incubator overnight. The following day, bacterial cell density was adjusted to an OD600 of 0.75. Intact or lymphadenctomised mice received 5–8 × 10^7^ colony forming units bacteria in 100 μl PBS via oral gavage.

#### Cell stimulation for cytokine analysis

For the analysis of cytokine expression, cells were stimulated with the eBioscience cell stimulation cocktail including protein transport inhibitors for 4 h at 37 °C according to the manufacturer’s instructions (Thermofisher scientific).

#### FACS antibody staining

Antibody staining for extracellular molecules was performed at 4 °C for 30 min. Intracellular staining was performed at room temperature for 1 h using the FoxP3 fixation and permeabilisation kit (Thermofisher scientific) according to the manufacturer’s instructions. The following antibodies were purchased from Biolegend: B220 (RA3-6B2), CCR6 (29-2L17), CD11b (M1/70), CD11c (N418), CD45 (30-F11), I-Ab (M5/114.15.2), IL-7Rα (A7R34), CD44 (IM7), CD64 (X54-5/7.1), CD4 (GK1.5), CD8α (53-6.7), CD19 (6D5), CD103 (2E7), IL-17A (TC11-18H10.1), CD5 (53-7.3), CD3 (17A2), CD44 (IM7), CD25 (PC61), CD62L (MEL-14), CD69 (H1.2F3). Ly6D (49-H4), GM-CSF (MP1-22E9), IL-22 (Poly5164), Thy-1.2 (53-2.1). Other antibodies were purchased from BD Biosciences: IFNγ (XMG1.2), CD11c (HL3) or from Thermofisher scientific: CD3ε (145-2C11), GATA3 (TWAJ), RORγt (AFKJS-9), T-bet (eBio4B10), Ki-67 (SolA15).

The eFluor 780 viability dye (Thermofisher scientific) was added to identify live cells. Samples used for cell sorting were incubated with the dead live dye 7AAD (Biolegend). Flow cytometry analyses were performed on LSR II, LSR Fortessa analyser, FACSAria IIu or FACSAria III cell sorter (all BD Biosciences) using the FACSDiva6.2 software (BD Biosciences), or sorted by fluorescence-activated cell sorting using the FACSAria IIu or FACSAria III cell sorter. Data were subsequently analysed with the FlowJo software (Tree Star).

#### RNA sequencing

Cells were isolated from C57BL/6 mice that previously underwent complete mesenteric lymphadenectomy. ILCs were identified as live, single, CD45^+^ IL-7Rα^+^ lineage^−^ (CD3, CD5, CD11b, CD11c, B220) cells and T cells as live, single, CD45^+^ CD11b^−^ CD11c^−^ B220^−^ CD3^+^ CD5^+^ CD4^+^ CD44^high^ CD25- cells. Cells for RNA seq were purified by flow cytometric sorting, collected into 350 μl RLT plus buffer (Qiagen) and stored at −80 °C until further processing. Samples were sorted in quadruplicates and isolated cell types included migratory ILCs (*n* = 15) and T cells (*n* = 8) from afferent lymph of thoracic duct cannulated mice in steady state, ILCs (*n* = 4) and T cells (*n* = 4) from the colonic and small intestinal lamina propria at similar proportions, and migratory ILCs (*n* = 25) from afferent lymph of *Salmonella* infected mice that underwent thoracic duct cannulation. RNA was isolated according to the manufacturer’s protocol (RNAeasy plus micro kit, Qiagen).

CD11b^+^ CD103^−^ and CD11b^+^ CD103^+^ DCs (live, single, CD45^+^, CD64^−^ MHCII^high^ CD11c^+^) were isolated from the small intestinal lamina propria of C57BL/6 mice after removal of PPs. The migratory DC counterparts were isolated by thoracic duct cannulations of mice that previously underwent complete mesenteric lymphadenectomy. RNA was isolated according to the manufacturer’s protocol (RNAeasy kit, Qiagen).

The ILC and T-cell sequencing libraries were prepared according to published protocols,^48^ using a TAKARA SMART-seq v4 ultra low input library preparation kit with 15 cycles of amplification, and were sequenced to a mean depth of 5.1 million read pairs per sample using an Illumina HiSeq 2500. The DC sequencing libraries were prepared using a TAKARA SMART-seq v4 ultra low input library preparation kit, and were sequenced to a mean depth of 37.5 million read pairs per sample using an Illumina HiSeq 4000. The read length for both libraries was 75 bp. A high read quality (mean score above 28) in all samples was confirmed using FastQC. Reads were aligned to the mouse genome (GRCm38) using Star (v2.6.0c)^49^ with the parameters –quantMode GeneCounts, –outFilterMultimapNmax 1 and –outFilterMatchNmin 35. The Star index was generated with the parameters –sjdbGTFfile (transcriptome version 93) and –sjdbOverhang 74. The mean alignment rate was above 85% per sample. Read counting was performed by star using unstranded counting for both datasets. For both datasets normalised counts and differential expression values were generated using DESeq2^50^ under default settings. Genes with an adjusted *p* value of less than 0.01 and an absolute fold change of greater than 2 were considered significant.

The RNA-seq data, available at the NCBI GEO database (GSE160156), was explored using Searchlight 2 (v2.0.0a)^51^ and R (version 3.4.4). Specifically, enrichment of gene ontologies was generated using a standard hypergeometric test with Benjamini–Hochberg multisample correction, and the gene-set database Gene Ontologies Molecular Function (GO_MF) as downloaded from MsigDB collections.^52^ Principal Component analysis was performed on *Z*-score transformed expression data, using R. Heatmap clustering was performed using the R package fastcluster using spearman distances, UPGMA agglomeration and mean reordering.

### Statistical analysis

Prism Software (GraphPad) was used to perform statistical analysis. Data are presented as mean ± SD. For comparison of means between two groups, the data were analysed using a Mann–Whitney *U*-test. For comparisons involving more than two data sets, a 2-Way ANOVA was used. A Bonferroni post-test was applied to correct for multiple comparisons. *P* values of <0.05 were considered significant, *p* values *<0.05, **<0.01, ***<0.001.

## Supplementary information

Supplementay Figures

# Supplementary material for: Intestinal-derived ILCs migrating in lymph increase IFNγ production in response to Salmonella Typhimurium infection
**Source:** Mucosal Immunol. 2021 Jan 7;14(3):717–27. doi: 10.1038/s41385-020-00366-3
**Supplement:** Supplementary file 1 — Supplementay Figures

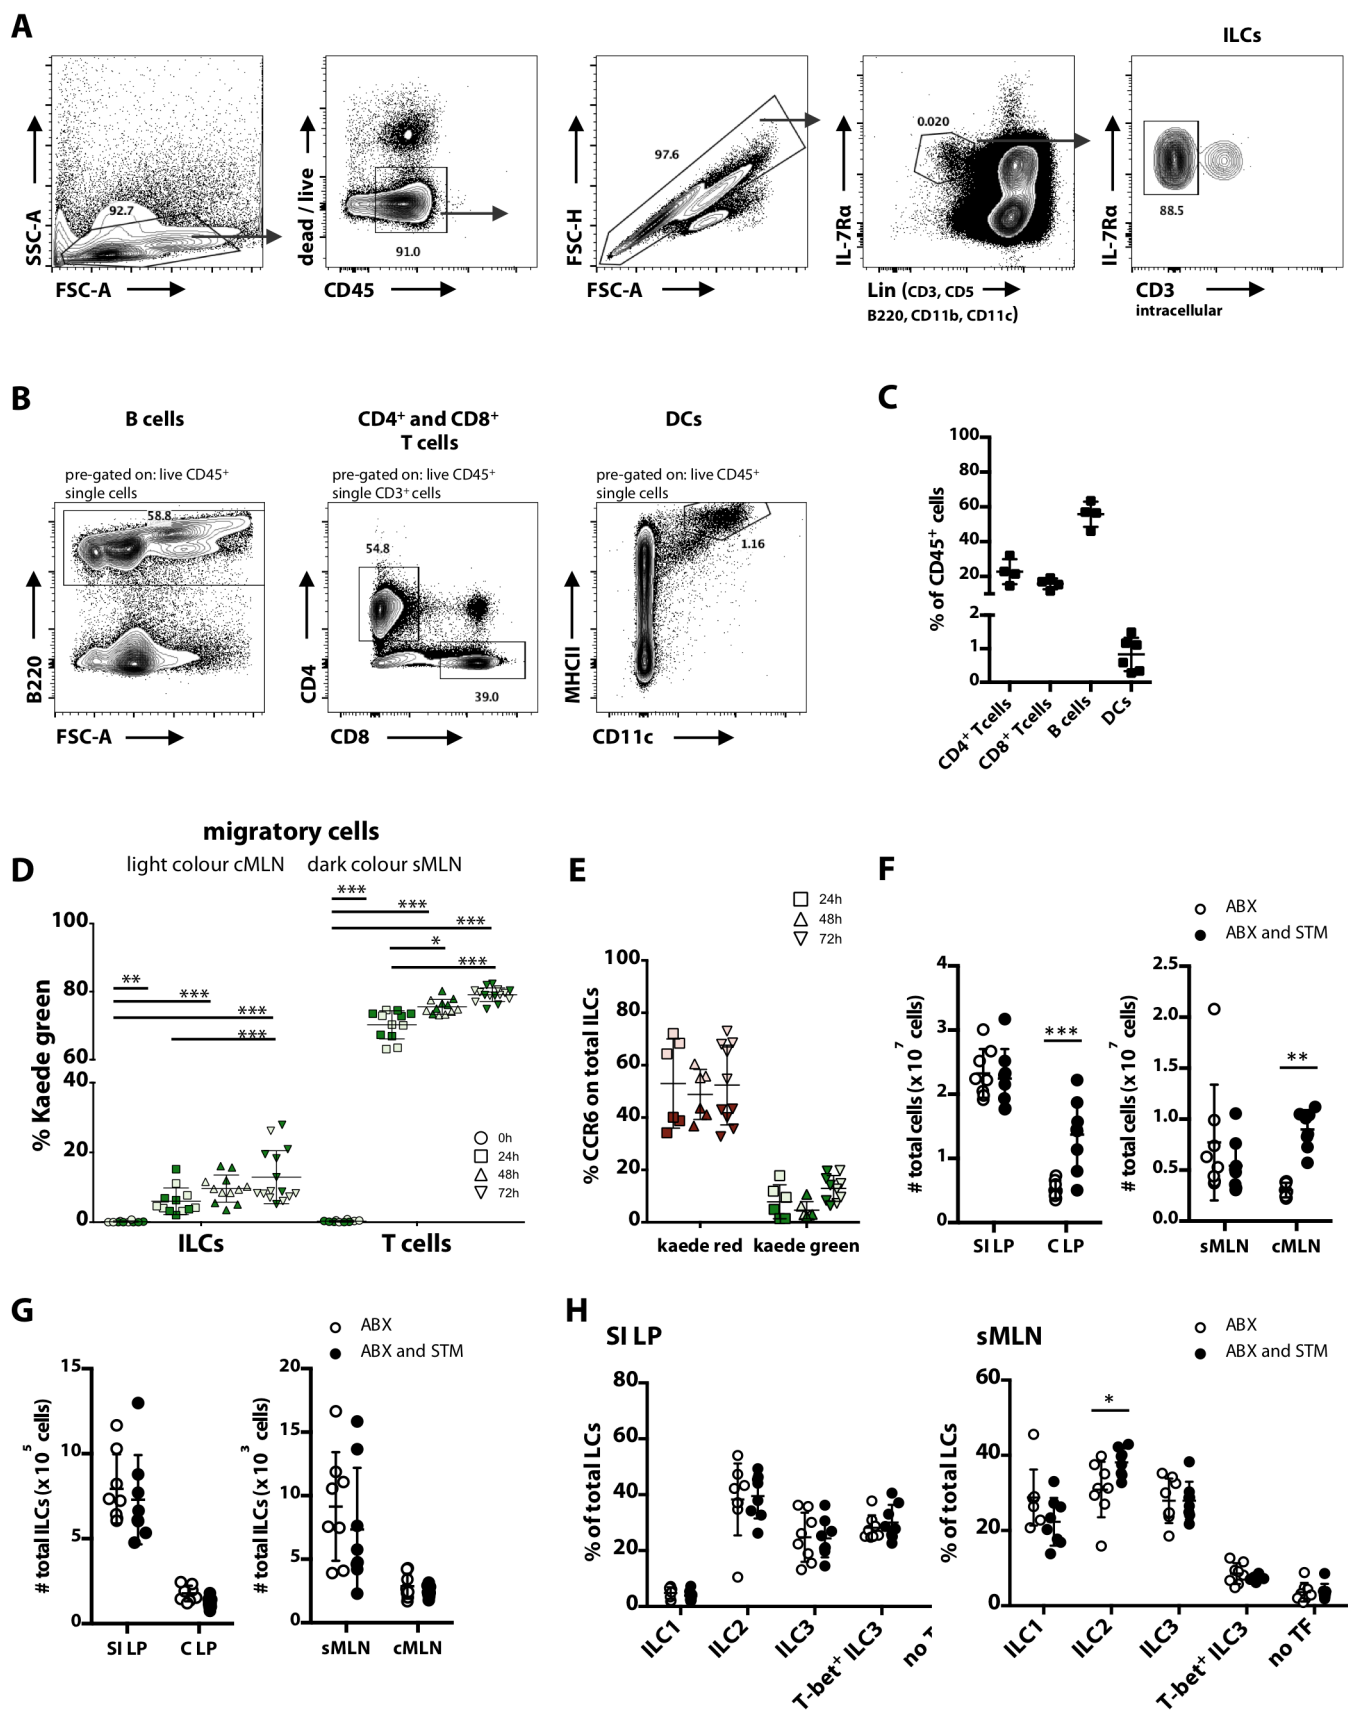

Supplementary Figure 1

### **Figure S1: Characterisation of intestinal lymph ILCs**

Cells from lymph were isolated by thoracic duct cannulations of C57BL/6 mice that previously underwent mesenteric lymphadenectomy. Migratory cells were collected for 18-24h and stained with antibodies for phenotypic analysis by flow cytometry. Representative FACS plots for gating strategies of **(A)** ILCs (live single CD45<sup>+</sup> IL-7R $\alpha$ <sup>+</sup> CD3<sup>-</sup> CD5<sup>-</sup> CD11b<sup>-</sup> CD11c<sup>-</sup> B220<sup>-</sup> and intracellular CD3<sup>-</sup> cells, **(B)** B cells (live single CD45<sup>+</sup>B220<sup>+</sup> cells), T cells (live, single, CD45<sup>+</sup> CD3<sup>+</sup> CD5<sup>+</sup> CD4<sup>+</sup> or CD8<sup>+</sup> cells) and DCs (live, single, CD45<sup>+</sup> MHCII<sup>+</sup> CD11c<sup>+</sup> cells). **(C)** Tissue derived lymph samples were stained for B cells, T cells and DCs and the composition displayed in a graph. Data from three independent experiments are shown. Each symbol represents an individual animal (n = 4-6). **(D)** Lymph nodes of Kaede mice were exposed to violet light at laparotomy. Immediately, or after 24, 48, or 72h, sMLN and cMLN were collected separately and the proportions of Kaede green only ILCs (live single CD45<sup>+</sup> IL-7R $\alpha$ <sup>+</sup> CD3<sup>-</sup> CD5<sup>-</sup> CD11b<sup>-</sup> CD11c<sup>-</sup> B220<sup>-</sup> Kaede green<sup>+</sup> Kaede red<sup>-</sup> cells) and T cells (live, single, CD45<sup>+</sup> CD3<sup>+</sup> CD5<sup>+</sup> Kaede green<sup>+</sup> Kaede red<sup>-</sup> cells) were assessed. **(E)** Graph shows the expression of CCR6 on photoconverted Kaede red and non-converted Kaede green ILCs in sMLNs (dark colour) or cMLNs (light colour) up to 72 h post laparotomy. Each dot represents an individual animal (n = 3-5) of one experiment. In **(F-H)** C57BL/6 mice received streptomycin (ABX) and were infected after 24h with STM. Control mice received streptomycin only. Each dot represents an individual animal (n = 8) from 4 independent experiments. **(F)** Cells from the small intestinal and colonic LP and the sMLNs and cMLN were isolated three days after STM infection. Graphs display cell numbers isolated in the LP and MLN of STM infected and control mice. Graphs display **(G)** total cell numbers of ILCs and cell numbers of ILC subsets in the **(H)** lamina propria of the SI and sMLNs of control and STM infected mice.

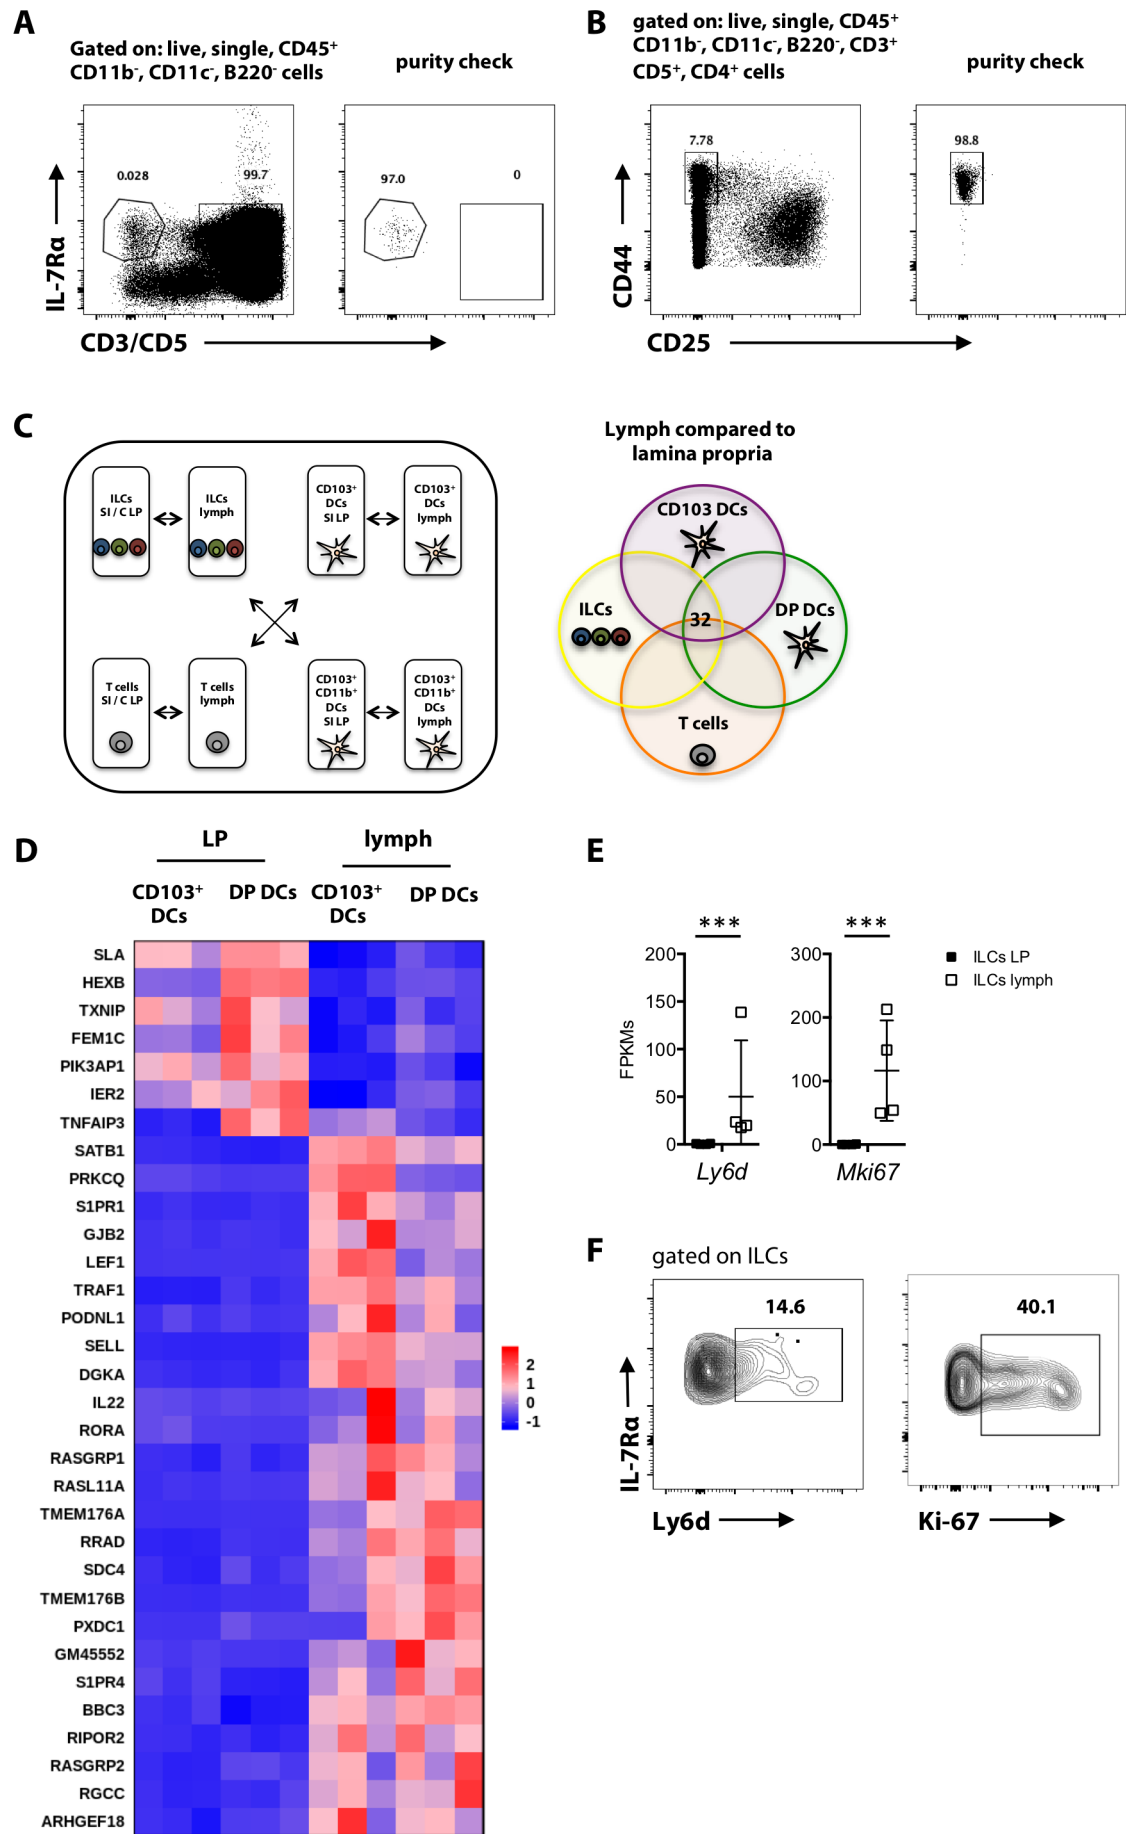

Supplementary Figure 2

**Figure S2: Migratory cells in intestinal lymph display a shared migratory signature**

Migratory cells were isolated from C57BL/6 mice that previously underwent mesenteric lymphadenectomy. Lymph was isolated by thoracic duct cannulations of untreated (steady state) or STM infected mice. Cells were isolated and sort purified by flow cytometry and the sort purity checked pre and post sort. Representative FACS plots of the lymph samples and purity check of **(A)** ILCs and **(B)** T cells in steady state are shown. FACS plots are representative for 4-5 independent experiments for each, steady state and *STM* infection. Sort purity of sequenced samples was > 95%. **(C)** The transcriptomic signature of migratory cells isolated from the thoracic duct are compared to the corresponding cells isolated from the lamina propria. Genes commonly altered in ILCs, T cells and DC subsets (CD103<sup>+</sup> CD11b<sup>-</sup> and CD103<sup>+</sup> CD11b<sup>+</sup>) were assessed. 

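Both panels set cells of a type found in the intestine against cells of that type found in transit. The resident cells were freed from the lamina propria by digestion of the tissue once the Peyer's patches were taken out. The cells in transit were collected from the thoracic duct of mice that had lost their mesenteric lymph nodes some weeks before, so that cells leaving the intestine reach the duct without passing a node. Reads of each library were counted per gene and the groups compared with DESeq2, which models counts and adjusts p for the number of genes tested. A gene entered the diagram for a cell type when it passed the limits on adjusted p and on fold change given in the methods, and it lies in the centre when this held for ILCs, T cells and both DC subsets. The diagram does not show by how much a gene changed. The heatmap of the DCs shows each gene as a z-score, its distance from its own mean over the libraries in units of its own standard deviation, so that colours can be compared along a row but not as levels between genes. The methods name the sorted DCs as CD11b+ CD103- and CD11b+ CD103+ cells, whereas the legend names CD103+ CD11b- and CD103+ CD11b+ cells. The libraries of these lamina propria and lymph cells were not analysed here.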

Diagram shows 32 genes that are significantly altered in all four cell types when cells enter the lymphatic system compared to the LP. **(D)** Heatmap shows the significantly 32 upregulated or downregulated genes between migratory cells isolated from the thoracic duct compared to the lamina propria in steady state of CD103<sup>+</sup> CD11b<sup>-</sup> DCs and CD103<sup>+</sup> CD11b<sup>+</sup> (double positive) DCs. The levels of expression are row scaled into z-scores. **(E)** The transcriptional profile was assessed by performing RNA-sequencing and compared to ILCs isolated from the lamina propria. FPKMs of selected genes in lymph ILCs compared to the lamina propria in steady state are shown. **(F)** ILCs isolated from lymph were analysed for protein expression of the selected genes by flow cytometry. Representative FACS plots of at least 2 individual lymph samples are shown.

**A** ILCs lymph steady state vs STM

| downregulated | upregulated | downregulated | upregulated | downregulated | upregulated |
|---------------|-------------|---------------|-------------|---------------|-------------|
| STAU2         | TGOLN1      | KLRG1         | ARAP2       |               | CXCL2       |
| GM37101       | STAT1       | CD9           | GEM         |               | CXCL10      |
| KDELC2        | GNA13       | SELENOH       | RTP4        |               | GM19557     |
| TBC1D30       | TAP1        | DNAJC15       | PML         |               | CCL3        |
| TLR3          | TGTP2       | NMUR1         | BRPF1       |               | SCRT1       |
| B3GNT9        | TPR         | CD3G          | SBN02       |               | CHST1       |
| CLIP3         | MAPKAPK2    | 3830406C13RIK | GBP2        |               | FOXP3       |
| GM47015       | TCP11L2     | UBASH3A       | SOCS3       |               | RHOBTB1     |
| DCBLD2        | G6PDX       | S100A10       | DGAT1       |               | GM12185     |
| GM32856       | IRS2        | CD27          | PARP10      |               | RGMB        |
| UNC5B         | APLP2       | TSPAN32       | GBP6        |               | IGHV9-3     |
| MTUS1         | F2R         | RAB37         | ISG20       |               | MYOF        |
| UTP14B        | NEK9        | EIF1B         | TGTP1       |               | MCPT1       |
| 4933404O12RIK | TRP53INP1   | PTPRCAP       | SEC63       |               | ZFP442      |
| SPDL1         | PPP1R15A    | LGALS1        | BHLHE40     |               | RIN2        |
| TMEM30B       | FURIN       | ARHGAP4       | MARCKSL1    |               | THBD        |
| PLEKHD1       | AP2A1       | DCTN6         | ABCB1A      |               | GM38111     |
| FAM212B       | TMEM123     | WBP1          | XBP1        |               | DACT3       |
| ACTA2         | OSBPL9      | CD52          | SLC39A11    |               | APH1B       |
| BCAM          | TBC1D9B     | EMP3          | RAMP3       |               | LRIG1       |
| TDRP          | OXR1        | RASGRP2       | ST3GAL3     |               | ZFP229      |
| SCARB1        | SIPA1L1     | SMPDL3A       | IRGM1       |               | EXTL1       |
| TGFBR3        | ZFP36       | HINT1         | PDE4B       |               | CCDC116     |
| FGF13         | TNFAIP3     | TMSB4X        | SERPINB9    |               | ABLM2       |
| ACP2          | IL4RA       | TRAF3IP3      | NBN         |               | ADAMTS1     |
| ACAD10        | MXD1        | CNOT6L        | GCNT2       |               | FZD7        |
| SLC2A4RG-PS   | IGTP        | HEXB          | LILR4B      |               | FGGY        |
| DNAJC27       | IRF7        | RPL12         | RGS1        |               | KCNA2       |
| FRY           | SCPEP1      | GLIPR2        | SDC1        |               | DGKH        |
| METTL15       | TXNDC11     |               | FRMD4B      |               | DNAH11      |
| KIF3C         | SBN01       |               | SMOX        |               | ZFR2        |
| LRSAM1        | SAT1        |               | TRAC        |               | MAP10       |
| TTN           | P2RY10      |               | LITAF       |               | DRAM1       |
| GRAMD1C       | PAPD4       |               | GM26809     |               | SEMA6A      |
| CD99L2        | CSRNP1      |               | CHAD        |               | ATP6V0A1    |
| GM11110       | CREM        |               | SEC24A      |               | SEMA6D      |
| GM37352       | NUS1        |               | CTLA4       |               | IGHV1-55    |
| TMIGD1        | IRF1        |               | CD274       |               | IGKV5-48    |
| MLR1          | RNF125      |               | GADD45G     |               | IGKV8-27    |
| SLC12A9       | EPB41       |               | CDKN1A      |               |             |
| D3ERTD751E    | GVIN1       |               | GPR55       |               |             |
| SYNE2         | ECE1        |               | ATF3        |               |             |
| ADAMTS10      | STAT3       |               | CPE         |               |             |
| AAMDC         | ZFP36L1     |               | CDK14       |               |             |
| FLT3L         | LY6A        |               | TIAM2       |               |             |
| GM16702       | GPR18       |               | IL22        |               |             |
| HIVEP2        | ITGAV       |               | CIT         |               |             |
| COA6          | PLSCR1      |               | IRF4        |               |             |

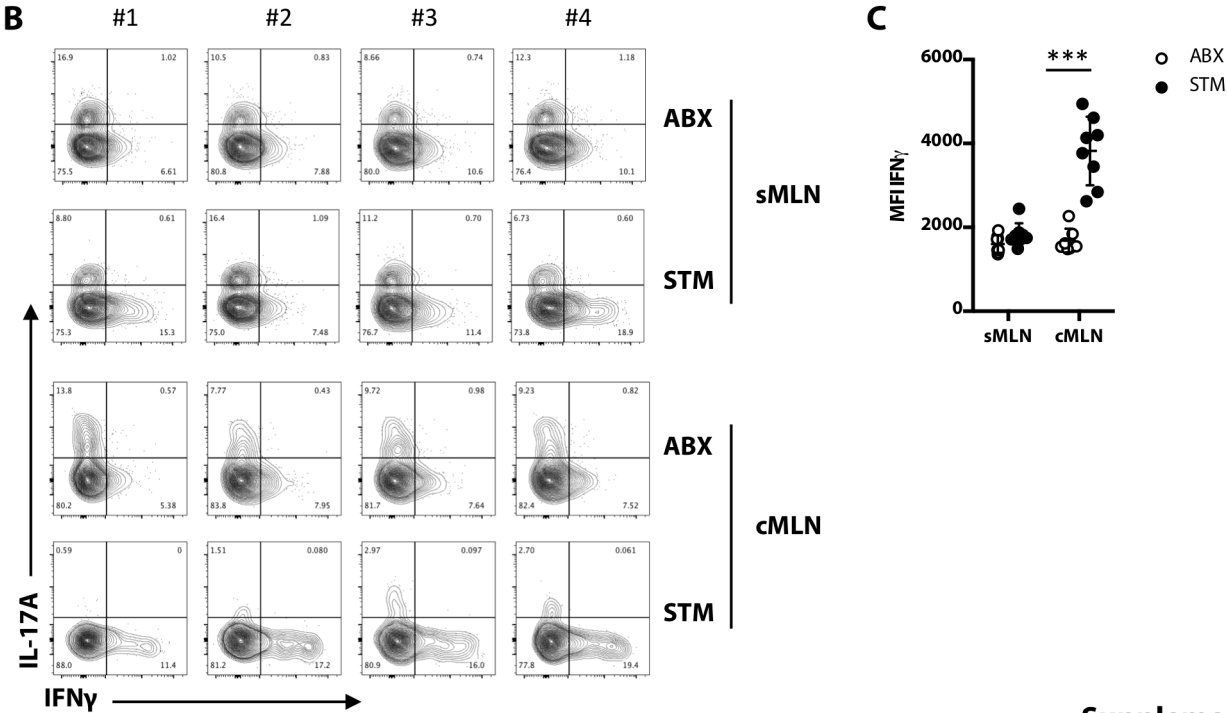

Supplementary Fig 3

**Figure S3: Differentially expressed genes in ILCs after STM infection.**

Migratory ILCs were isolated from C57BL/6 mice that previously underwent mesenteric lymphadenectomy. ILCs were isolated from steady state mice or mice that were infected with STM. The transcriptional profile was assessed by performing RNA-sequencing and **(A)** differentially expressed genes of lymph ILCs after STM compared to lymph ILCs in steady state. **(B)** Intact C57BL/6 mice received Streptomycin (ABX) and were infected after 24h with *S. Typhimurium* (STM). Control mice received Streptomycin only. Cells from the sMLN and cMLN were isolated three days post STM infection. ILCs in the MLNs were assessed for the cytokines IL-17A and IFN $\gamma$ . FACS plots display staining in individual animals (#1-#4) in control and STM infected mice of one representative experiment. **(C)** Mean fluorescent intensity (MFI) of IFN $\gamma$  gated on IFN $\gamma$ <sup>+</sup> ILCs in the sMLN and cMLN are displayed. Each dot represents an individual animal (n = 8) from two independent experiments.

How the deposited data were processed for this re-analysis (not part of the article)

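The processed data analysed here are 18 RNA-seq libraries of mouse DCs whose labels give the genotype as CD11a knockout. CD11a is the alpha chain of the integrin LFA-1 and is encoded by Itgal. The DCs were of 3 subsets, CD11b+ single-positive, CD103+ single-positive and CD11b+ CD103+ double-positive, and each subset was taken from the small intestinal lamina propria and from the intestinal lymph nodes. Each of the 6 groups held 3 libraries. The paper does not report on these libraries. Its own DC comparison is of C57BL/6 lamina propria DCs with DCs of thoracic duct lymph, and neither wild-type nor lymph libraries were analysed here. The values below therefore stand after the article and beside none of its conclusions.

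The authors deposited the number of reads counted on each gene as raw counts, without normalization, for 54232 genes listed by Ensembl identifier. How the reads of these 18 libraries were aligned and counted is not given in the sources used here. The labels say that they were made and sequenced in parallel with the paper's own libraries, and for its own DC libraries the paper gives SMART-seq amplification, alignment with STAR to GRCm38, unique alignments only and counting that ignores strand. Under such counting, reads that fit several near-identical genes are lost (Defa24 and Defa30, Hspa1a and Hspa1b, Trbc1 and Trbc2), and overlapping genes on opposite strands, such as Xist and Tsix, are not separated. The counts of these genes are uncertain for that reason. Gene symbols were matched by identifier, with 54079 of the 54232 genes matched, and positions were taken from the GENCODE vM21 annotation of GRCm38.

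The total count per library lay between 23574292 and 46901985, with a median of 27311923 over the 9 lamina propria libraries and 27401041 over the 9 lymph node libraries. These totals are of reads assigned to genes, while the mean depth that the paper states for its own DC libraries is of read pairs. The 20 most abundant genes held between 14.2% and 21.2% of the counts of a library. No 2 replicates differed by as little as sampling noise, since the chi-square per gene between replicates of a group was between 14.9 and 64.9 over genes with at least 50 counts in the pair. All 18 libraries were counted as separate samples.

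Differential expression was tested with edgeR 4.0.16 (R 4.3.3). Counts were normalized by TMM, genes with low counts were left out by filterByExpr with the 6 groups, and the 17074 genes left were tested in a single quasi-likelihood fit with a mean for each group, so that the groups shared an estimate of the spread. A gene was called changed at an adjusted p under 0.01 (Benjamini-Hochberg) and an absolute fold change over 2, the thresholds that the paper states for its own libraries. The comparisons were lymph node against lamina propria within each subset, the mean of these 3 tissue effects, the genes changed the same way in all 3 subsets, each pair of subsets within each tissue, and an F test of whether the tissue effect differs between subsets (adjusted p under 0.01, with no limit on fold change). CPM values were computed from the deposited counts with TMM-normalized library sizes, and standard errors of log2 fold changes were derived from the F statistic of the test.

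There were 9 gene lists, which were the 5 migration genes that the paper names for lymph DCs and lists for DC maturation, tissue dissociation, proliferation, T cells, B cells, plasma cells, macrophages and epithelium. Each was tested over the mean of the tissue effects with fry of limma 3.58.1 (directional p, Benjamini-Hochberg over the 9 lists, called under 0.05), and its value is the median log2 fold change of its genes. Camera with its preset correlation of 0.01 was the alternative set test. No gene belonged to more than 1 list. The values of 1 gene of the migration list are not reported here. Genes named were Itgal, the genes used for sorting or lineage, the genes the paper names for lymph DCs or lymph ILCs, sex-linked genes, members of the lists, the 5 genes with the smallest p in the F test, and for each tissue comparison the 3 largest rises and falls among called genes with no overlap between libraries and a mean of at least 10 CPM in the higher group. The comparisons, thresholds, lists, naming rule and all alternatives apart from the 3 named as added were fixed before the data were examined.

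The alternatives were DESeq2's size factors, total counts without scaling, no filter and a stricter filter on low counts (at least 100 counts in at least 3 libraries), libraries thinned to equal depth, an adjusted p under 0.05, DESeq2 1.42.0 as the test, only the 6 libraries compared, the replicate letter as a block, and each library left out in turn. Added after the data were seen were a block fit of the lamina propria libraries alone, a count without genes of the X and Y chromosomes, and the other scalings and camera for the lists within each subset.

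Replicates carry the letters A, B and C in every group, and whether a letter pairs libraries was checked from the correlation of the libraries' deviations from their group means. Within lamina propria, all 9 same-letter pairs correlated above 0.1 (from 0.126 to 0.434), so the letters pair the lamina propria libraries of different subsets. Within lymph node 3 of 9 did (from -0.0851 to 0.377), and between tissues 3 of 27 (from -0.154 to 0.134), so the letters were not taken to pair libraries there.

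The fit was tested on simulated counts for 17074 genes drawn from the means and library sizes of the real libraries, with 200 genes changed by a log2 fold change of 2 between tissues. The draws used the spread of the real fit and a single mean per gene over all libraries. They held no differences between subsets and no pairing by letter. edgeR recovered 83% of them in CD11b+ DCs, 86% in CD103+ DCs, 85% in double-positive DCs and 96% in the 3 subsets together, with at most 1 false call in each. DESeq2 recovered 91%, 90%, 91% and 97.5%, with at most 8 false calls.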

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

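The tests on covariation within subsets, on the sex of the animals, on the sources of Itgal counts and on the makeup of the double-positive and CD103+ sorts, the counts without genes of the X and Y chromosomes, and the lists within subsets under other scalings, were chosen only after the results were seen. The paper reports on none of the values below, which come from libraries labelled CD11a knockout without a wild-type library beside them, so they show differences between tissues and subsets and no effect of the genotype.

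Itgal (ENSMUSG00000030830, chromosome 7 from 127296260 to 127335138 of GRCm38, plus strand), the gene named as knocked out, was read in every library. Its count was between 153 and 1239 and its median over the 18 libraries was 19.4 CPM. The lamina propria groups had 22.5 ± 2.54 CPM (SD, n = 3) in CD11b+, 24.3 ± 2.70 in CD103+ and 18.8 ± 1.38 in double-positive DCs. The lymph node groups had 20.7 ± 2.48, 8.66 ± 3.50 and 12.7 ± 2.95. T cells normally carry CD11a too, and their RNA is a candidate source of such reads if their own allele is still transcribed. The lowest lamina propria library, however, had 17.6 CPM of Itgal where the mean of the T cell genes was at most 3.51 CPM. T cell RNA is thus argued against as the source in lamina propria. In animals that lack the gene in every cell, T cells would carry the same allele as the DCs. The T cell genes therefore do not bear on whether the allele is intact. A knockout allele that is still transcribed and libraries that carry an intact allele cannot be told apart from the 19.4 CPM, since there is no wild-type library and the counts are per gene and not per exon. No direction below is drawn from the genotype.

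Between lymph node and lamina propria, 2600 genes were changed in CD11b+ DCs (1758 higher in lymph node), 5972 in CD103+ DCs (3386 higher) and 5485 in double-positive DCs (3170 higher). For the mean of the 3 tissue effects 5590 genes were changed, of which 3366 were higher in lymph node, and 1641 genes were changed the same way in all 3 subsets (1231 higher). Depth is argued against as the cause, because the number at full depth was at most 1.02 times that at equal depth. A few abundant genes are argued against as the cause of most of the changed genes, because 2437, 5485 and 5080 of those in CD11b+, CD103+ and double-positive DCs were called in the same direction under total counts. The share of higher genes moved by up to 9.41 percentage points, little under the 10 set as the limit. Under total counts 2899 genes were higher and 3231 lower in CD103+ DCs, and 2765 higher and 2796 lower in double-positive DCs, so whether more genes rise or fall in these 2 subsets depends on the scaling. In CD11b+ DCs (2010 higher, 679 lower) and for the mean of the tissue effects (3164 higher, 2468 lower) more genes were higher under total counts too. Of the 10 splits of the 6 libraries of a subset, only the real split gave as many genes. The others gave at most 1 gene. The rank among 10 splits is too coarse to exclude chance. In the other splits both groups held libraries of both tissues, so a real difference widened the spread and kept the number of calls low. The at most 1 gene is therefore not the number that chance would give in the real split. That most of the 2600, 5972 and 5485 genes are not chance calls rests on the adjusted p of the test. By edgeR, the simulated counts gave at most 1 false call in these comparisons. They had 200 changed genes, no differences between subsets and no pairing by letter, so they show little about false calls in the real libraries. For the 3 subsets together and for the genes changed in all 3, only 1 of 100 splits, the real split, gave as many genes. The largest other number for the 3 subsets together was 184. These splits did not keep together the letters that pair the lamina propria libraries. Chance is thus excluded only as far as the libraries of different subsets are independent.

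The animals also differed between the tissues. All 9 lamina propria libraries carried the Y-linked Ddx3y (from 50.0 to 74.4 CPM) and at most 0.286 CPM of Xist, while every lymph node library carried Xist, from 15.4 CPM up to the highest value of 89.1 CPM. Both transcripts were present in the lymph node CD11b+ replicate 3 (Xist 15.4 CPM, Ddx3y 58.0 CPM) and in the lymph node double-positive replicate 3 (Xist 26.1 CPM, Ddx3y 52.2 CPM), and in the other lymph node libraries Ddx3y was at most 0.351 CPM. Reads of the antisense gene Tsix could be counted on Xist or lost with it. Were sex the cause of most tissue differences, the 2 libraries with both transcripts might be expected nearer to lamina propria. Over genes outside the sex chromosomes that were called changed without the library tested, their median positions, with 0 at lamina propria and 1 at the other lymph node libraries of the subset, were 0.970 (quartiles 0.850 and 1.08) and 1.00 (0.886 and 1.09). The other lymph node libraries lay between 0.896 and 1.07. This argues against sex as the whole cause in these 2 subsets, with 1 such library in each. The 2 libraries share the letter C, and their deviations had the highest correlation within lymph node (0.377). They may come from the same animals and so need not be independent. In CD103+ DCs sex cannot be told apart from tissue, because 0 lymph node CD103+ libraries carried both transcripts. Without genes of the X and Y chromosomes 2533, 5809 and 5331 genes were changed in CD11b+, CD103+ and double-positive DCs. That the 2 tissues came from different animals, with whatever else differed between them, stays open.

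The lists show what kinds of genes moved. DC maturation genes had a median log2 fold change of 3.69 in lymph node (adjusted p = 6.0e-14 by fry, 16 of 17 genes higher), and the lowest median of the 3 subsets was 2.84, in CD11b+ DCs. Maturation of the DCs is therefore a candidate explanation for part of the genes higher in lymph node. T cell genes had a median of 5.18 (adjusted p = 1.4e-09 by fry, 12 of 12 higher), and B cell genes one of 1.49 (adjusted p = 1.5e-08 by fry, 8 of 9 higher). Adjusted over the list alone, 16 maturation genes, 12 T cell genes and 6 B cell genes were called higher, as many as over all genes tested. The mean of the T cell genes lay between 0.629 and 3.51 CPM in the lamina propria libraries and between 30.9 and 65.5 CPM in those of lymph node. Of the 12 T cell genes, 11 reached 10 CPM in every lymph node subset and 0 in every lamina propria subset. RNA of T cells in the lymph node sorts may explain the T cell genes themselves, but within lymph node subsets the genes higher in lymph node had a median slope of 0.0223 on the T cell genes, whose own median slope was 0.978, and of -0.221 on the B cell genes, whose own was 0.766. The mean slope of a list's own genes is fixed by construction, so these values serve only as a reference. T cells are argued against as the source of most genes higher in lymph node. For B cells the slopes cannot decide. The mean of the B cell genes varied little within subsets (SD 0.177 on the log2 scale, against 0.386 for the T cell genes), and the genes lower in lymph node had a median slope of 0.335 on it. The 5 migration genes had a median of 2.73 (adjusted p = 1.4e-09 by fry, 5 of 5 higher), and 4 of them were called, both over all genes tested and adjusted over the list alone. They are a different case, since the mean of the 5 genes did follow the T cell genes by Pearson r (0.940, adjusted p = 0.023). In ranks the relation was less clear (rho 0.85, adjusted p = 0.058, both in the exact permutation test). Rasgrp2 and Satb1 on their own did not clearly follow the T cell genes (adjusted p of at least 0.062 in the same test).

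Other lists were lower in lymph node. For the mean of the tissue effects, proliferation genes had a median of -1.28 (adjusted p = 3.7e-09 by fry, 0 of 12 higher), macrophage genes one of -1.57 (adjusted p = 2.3e-06 by fry, 1 of 10 higher), epithelial genes one of -2.45 (adjusted p = 5.2e-05 by fry, 1 of 11 higher) and tissue dissociation genes one of -0.28 (adjusted p = 2.3e-04 by fry, 8 of 20 higher). In CD11b+ DCs the proliferation genes had no clear fall (-0.16, adjusted p = 0.15 by fry, 4 of 12 higher, 0 called, and 6 of 12 higher under total counts), against -1.76 in CD103+ and -1.93 in double-positive DCs, and the tissue effect differed between subsets for each of the 12 genes in the F test (adjusted p of at most 0.0014). Adjusted over the list alone, 11 proliferation genes, 7 macrophage genes, 8 epithelial genes and 8 dissociation genes were called lower, the same numbers as over all genes tested, while 4 dissociation genes and 1 macrophage gene were called higher. Of the B cell genes above, 1 was called lower. Of the genes of the lists, 2 of the macrophage list and 1 of the epithelial list reached 10 CPM in every lamina propria subset. Within lamina propria subsets, the genes higher in lamina propria had a median slope of 0.0139 on the macrophage genes and of 0.0144 on the epithelial genes. The lists themselves had 1.23 and 1.11, with a mean slope fixed by construction. Most of these genes thus did not follow either list between the libraries. The letters pair these libraries, however, so this rests on 3 letters, too few to argue either cell type away. Fcgr1 had no count in lymph node CD103+ DCs, and the macrophage median was -1.57 also with this gene at 3 counts over the group. Longer digestion of the lamina propria cannot be told apart from a difference between the cells, because the dissociation genes had a median of -0.0525 in CD11b+ DCs, with members going both ways, and one of 0.0776 there under total counts. Double-positive DCs had a clear fall (-0.98, adjusted p = 5.4e-05 by fry), and CD103+ DCs only under total counts (-0.29, adjusted p = 0.0039, against -0.07 and adjusted p = 0.081 under TMM).

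The tissue effect differed between subsets for 5376 genes by the F test. Only 1 of 100 splits, the real split, gave as many, with 2387 as the largest other number. Chance is thus excluded as far as the libraries are independent. The smallest adjusted p of the F test (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was 2.1e-12, shared by Tlr3, Il2rg, Lgmn and Irf8, followed by Rab7b with 2.6e-11. Tlr3 fell in CD103+ DCs from 958 ± 24.7 CPM (SD, n = 3) in lamina propria to 8.65 ± 1.90 in lymph node, while CD11b+ DCs had 18.3 ± 2.08 and 22.2 ± 2.25. Rab7b fell in CD103+ DCs from 694 ± 69.9 to 33.3 ± 0.226 CPM and rose in CD11b+ DCs from 20.4 ± 3.69 to 50.3 ± 7.27. Irf8 fell in CD103+ DCs (log2 fold change -1.53, SE 0.09) and rose in CD11b+ (1.43, SE 0.09) and double-positive DCs (3.04, SE 0.10). Il2rg and Lgmn rose most in CD103+ DCs, by log2 fold changes of 4.10 (SE 0.08) and 4.78 (SE 0.11). These falls and rises may go with maturation, whose list had a median of 5.66 in CD103+ DCs against 2.84 in CD11b+ DCs. DCs of the other subsets in the lymph node CD103+ sorts are another candidate source. Xcr1 had 44.4 to 103 CPM over the lymph node libraries and up to 1410 in lamina propria. Itgae, the gene of CD103, had at most 49.1 CPM in lymph node and 92.1 to 1440 in lamina propria. Irf8, by contrast, stayed higher in lymph node CD103+ DCs (1554 to 1656 CPM) than in the other lymph node subsets (381 to 749). A mixture could not carry a gene beyond the levels of the cells mixed in. Over all genes tested, 434 were called in lymph node CD103+ DCs, in the same direction, against lamina propria CD103+ DCs and against both other lymph node subsets (182 higher, 252 lower, Tlr3 among them). Lgmn lay above both other subsets too, but by less than the fold change limit against double-positive DCs (log2 difference 0.64, adjusted p = 5.8e-05). The calls argue against such a mixture as the cause for these 434 genes, as far as the cells mixed in resemble those sorts. Of the 434, 141 higher and 199 lower genes were among the 3418 genes of the F test that changed in CD103+ DCs. The other 3078 of the 3418 genes were not called beyond both other lymph node subsets, Lgmn, Rab7b, Il2rg and Irf8 among them. Lgmn nevertheless had 655 to 716 CPM in lymph node CD103+ DCs and at most 450 in the other lymph node subsets. In lamina propria it had at most 167 CPM, so its levels argue against such a mixture too, with the same limit. How many others of the 3078 resemble Lgmn is not given here. Rab7b and Il2rg lay within the levels of the other lymph node subsets. Irf8 lay between those levels and its higher level in lamina propria CD103+ DCs. For such genes the level in pure cells is not known. A mixture and the cells' own expression therefore cannot be told apart for them.

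Between subsets, 2684 genes differed in lamina propria between CD103+ and CD11b+ DCs, 821 between double-positive and CD11b+ DCs and 2326 between double-positive and CD103+ DCs. In lymph node the numbers were 4420, 2857 and 1115. Only 1 of 10 splits, the real split, gave so many genes in each comparison, and the others gave at most 1 gene. In lamina propria, where the letters pair the libraries, this held also against the other splits that part all 3 letter pairs. The remaining splits part only 1 pair. The rank among 10 splits is too coarse to exclude chance. The other splits mixed the subsets in both groups, which widened the spread. At most 1 gene in them is therefore not the number that chance would give in the real ones. That most of the 821 to 4420 genes are not chance calls rests on the adjusted p of the test. Double-positive DCs thus had fewer differences from CD11b+ than from CD103+ DCs in lamina propria, and fewer from CD103+ than from CD11b+ DCs in lymph node. CD103+ DCs in the lymph node double-positive sorts are a candidate explanation. On a scale with 0 at CD11b+ and 1 at CD103+ DCs, the lymph node double-positive libraries lay at a median of 0.391 over 342 genes higher in CD103+ DCs and at 0.806 over 971 genes lower in them, a difference of 0.415. In lamina propria the same genes put them at 0.0578 and 0.399, so most of the gap was there too, and it says little about the approach to CD103+ DCs in lymph node. Both sets of genes moved toward CD103+ DCs by a similar amount. There were also 93 genes higher, and 14 lower, in lymph node double-positive DCs than in both other subsets. How much of the approach a mixed sort makes and how much the cells' own expression cannot be told apart, because the level of each gene in pure double-positive cells is not known.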

How the results depend on the processing

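The block fit of lamina propria libraries alone, the counts without X and Y chromosome genes and the alternatives for lists within subsets were chosen only after the results were seen.

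Of the numbers of changed genes, 333 values under an alternative were within 1.5 times the main number, and 3 were not. With the stricter filter on low counts, 3651 genes were changed in the 3 subsets together in place of 5590, of which 3633 were among the 5590, and fewer genes (11643) were tested. Between double-positive and CD11b+ DCs of lamina propria, 506 genes were changed with only the 6 libraries compared, where fewer libraries estimate the spread, and 1289 at an adjusted p under 0.05, where the looser threshold adds calls, against 821.

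With each library left out in turn, the number of changed genes between tissues stayed between 2114 and 2623 in CD11b+ DCs, 5520 and 6034 in CD103+ DCs, 5071 and 5515 in double-positive DCs and 5517 and 5707 in the 3 subsets together. Genes changed in all 3 subsets numbered between 1388 and 1593 and genes of the F test between 4781 and 5257. Between subsets the ranges were 2374 to 2707, 570 to 837 and 2094 to 2356 in lamina propria, and 3957 to 4455, 2410 to 2877 and 916 to 1142 in lymph node.

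Total counts without scaling moved the median of all genes by 0.14 on the log2 scale in CD11b+ DCs, -0.21 in CD103+ DCs and -0.17 in double-positive DCs, relative to TMM. The share of genes higher in lymph node went from 56.7% under TMM to 47.3% under total counts in CD103+ DCs and from 57.8% to 49.7% in double-positive DCs, so the direction in which most genes differ reversed in these 2 tissue comparisons. It held in CD11b+ DCs (67.6% and 74.7%) and for the mean of the tissue effects (60.2% and 56.2%). The share of higher genes between CD103+ and CD11b+ DCs of lymph node was 39.6% under TMM and 19.5% under total counts, and between double-positive and CD11b+ DCs of lymph node 41.3% and 19.3%. In these 2 comparisons the direction in which most genes differ is the same under both scalings, and its extent depends on the scaling.

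DESeq2 called 2887, 5750 and 6258 genes between tissues in CD11b+, double-positive and CD103+ DCs, and 6684 in the interaction test. The F test gave 5376 genes under TMM, under DESeq2's size factors and under the stricter filter. A second coding of the model gave the same 3 numbers, so the repeat is a coincidence of counts and not 1 set of genes: 5226 of the 5376 genes were shared with TMM under DESeq2's size factors and 5044 under the stricter filter.

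Of the values for gene lists over the mean of the tissue effects, 212 kept their side of the threshold. Under camera, the dissociation list (-0.28, adjusted p = 0.089) and the B cell list (1.49, adjusted p = 0.064) were no longer past it, while the calls of the migration, maturation, proliferation, T cell, macrophage and epithelial lists held under both tests. The plasma cell list, with a median of 0.38 (adjusted p = 0.11 by fry), passed the threshold without lymph node CD103+ replicate 1 (0.42, adjusted p = 0.043) and without lymph node double-positive replicate 3 (0.42, adjusted p = 0.042), and its median stayed between 0.28 and 0.44 with each library left out. No list changed direction for the mean of the tissue effects under these alternatives. Within subsets, 71 values of lists kept their side of the threshold under camera, DESeq2's size factors or total counts, 8 were no longer past it (6 plasma or B cell values, and the macrophage and epithelial lists in CD103+ DCs under camera) and 1 passed it, that of the dissociation list in CD103+ DCs under total counts. The dissociation list in CD11b+ DCs, not called under either scaling, reversed from -0.0525 under TMM to 0.0776 under total counts.

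Of the values for 55 results of named genes, 1255 kept their call, 7 were no longer past the threshold and 1 passed it. Defa30 in CD11b+ DCs lost its call without lamina propria CD11b+ replicate 2 (adjusted p = 0.012) and without each of the lymph node CD11b+ libraries, and Kdm5d in CD103+ DCs lost its call without each of the lymph node CD103+ libraries. Irf8 in the 3 subsets together passed a fold change of 2 only without lamina propria double-positive replicate 2 (1.01).

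With the replicate letter as a block, 2607, 5951 and 5450 genes were changed between tissues in CD11b+, CD103+ and double-positive DCs, 5581 in the 3 subsets together, 1636 in all 3 subsets and 5391 in the F test, and the block changed no call of a gene list or of a named gene. In the block fit of the lamina propria libraries, which the letters pair, 2468, 693 and 2186 genes differed between subsets. That equal letters mark the same animals in both tissues is argued against by the correlations, of which 3 of 27 were above 0.1.

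At equal depth 2591, 5852 and 5392 genes were changed between tissues, so depth limits these numbers little. It limits genes of low count: fold changes against groups with no count are not given.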

Other observations

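The tests on covariation within subsets reported here, and total counts and camera for the lists within subsets, were chosen only after the results were seen. Those in lymph node are a family of 10 relations, each over 9 libraries after removal of subset means, with a two-sided exact permutation test over the 216 orders within subsets. The test takes lymph node libraries of different subsets as independent, though 3 of 9 same-letter pairs correlated above 0.1.

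The paper names migration genes, among them Rasgrp2, Satb1, S1pr1 and S1pr4, as higher in DCs of lymph than in those of lamina propria. The libraries analysed here are from lymph node and not from lymph, and are labelled CD11a knockout, so they do not bear on that statement. S1pr1 (chromosome 3 from 115710433 to 115715072 of GRCm38) rose from 1.62 ± 0.715 CPM (SD, n = 3) in lamina propria to 61.5 ± 6.87 in lymph node in CD11b+ DCs, from 0.622 ± 0.243 to 79.4 ± 11.0 in CD103+ DCs and from 0.708 ± 0.444 to 41.9 ± 6.37 in double-positive DCs. For the mean of the 3 tissue effects, the log2 fold change was 6.07 for S1pr1 (SE 0.21, adjusted p = 1.4e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.73 for Satb1 and 2.46 for S1pr4. Rasgrp2 had 0.57 (SE 0.16, adjusted p = 0.0044 by the same test), under the fold change limit. It rose in CD103+ DCs from 2.54 ± 0.960 to 17.4 ± 6.39 CPM, fell in double-positive DCs from 19.1 ± 0.713 to 9.02 ± 1.44 and had 21.4 ± 6.34 and 22.0 ± 2.93 CPM in CD11b+ DCs.

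Whether T cell RNA in the lymph node sorts gives the 5 migration genes was tested from their covariation with the T cell genes. Over the 9 lymph node libraries the mean of the 5 genes followed the mean of the T cell genes with a slope of 0.717, a Pearson r of 0.940 (exact permutation p = 0.0093, adjusted 0.023) and a Spearman rho of 0.85 (exact permutation p = 0.023, adjusted 0.058), and r was 0.895 without the 2 libraries farthest from the median. Singly, r was 0.923 for S1pr1 and 0.896 for S1pr4, with adjusted p of 0.037 and 0.023 in the exact permutation test, and r was 0.837 and 0.838 without the 2 farthest libraries. Their rho was 0.717 and 0.783, with adjusted p of 0.12 and 0.046 in the exact permutation test. The relation of S1pr1 thus did not hold up in ranks, and that of the mean was not under 0.05 there either. For Rasgrp2 and Satb1 r was 0.783 and 0.703 and rho 0.55 and 0.733, with no adjusted p under 0.062 in the exact permutation test, and r was 0.552 and 0.527 without the 2 farthest libraries. Lef1, among the largest rises of the 3 subsets together, had an r of 0.975 and a rho of 0.917 (adjusted p = 0.023 and 0.046 in the exact permutation test). Ccr7 and the mean of the maturation genes did not follow the T cell genes (r -0.123 and -0.202, rho -0.0833 and -0.233, adjusted p from 0.75 to 0.92 in the exact permutation test). T cell RNA may thus explain part of the rise of S1pr1 and S1pr4 in lymph node. It leaves Rasgrp2 in lamina propria CD11b+ and double-positive DCs, where the T cell genes were low. How much of the rise is the DCs' own is open.

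Of the genes that the paper names for lymph ILCs, Ccr7 rose in lymph node DCs of each subset, with a log2 fold change of 5.77 (SE 0.19) for the mean of the tissue effects, and Cxcr6 and Ccr8, which the paper gives as low in lymph ILCs, rose too, with 4.67 (SE 0.25) and 5.07 (SE 0.47). Ccr8 was near the floor, with at most 0.237 CPM in lamina propria and 1.27 to 8.44 in lymph node libraries. Cxcr6 had 0.535 to 7.04 and 7.85 to 227 CPM. Neither gene was set against the T cell genes, so T cell RNA in the lymph node sorts stays open as a source of both rises. Cd69 rose in CD103+ DCs (2.34, SE 0.24) and fell in double-positive DCs (-2.48, SE 0.23), with -0.99 (SE 0.22) in CD11b+ DCs, under the fold change limit. Ccrl2 fell in CD11b+ (-1.14, SE 0.24) and double-positive DCs (-2.26, SE 0.24), while in CD103+ DCs it had 0.98 (SE 0.24), under the fold change limit in the other direction, and its tissue effect differed between subsets (adjusted p = 3.5e-06 in the F test). Ccr10 was not called in any subset, with log2 fold changes between 0.30 and 0.96. Under total counts Ccr7, Cxcr6 and Ccr8 had 5.68, 4.59 and 4.99 for the mean of the tissue effects.

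Among the largest falls in lymph node were Cps1, Lypd8, Defa24 and Defa30, which are genes of the intestinal epithelium. Their replicates differed widely: in lamina propria CD11b+ DCs, Defa24 had 39.4 ± 46.7 CPM and Cps1 15.0 ± 17.4. Over the 9 lamina propria libraries the mean of the 4 genes followed the epithelial list with a Pearson r of 0.851 and a Spearman rho of 0.933 (exact permutation p = 0.17 for both, the smallest that the 6 orders of the letters can give), and r was 0.824 without the 2 libraries farthest from the median. The letters pair these libraries, so the orders kept each letter together in the 3 subsets. After removal of the letter means r was 0.438 and rho 0.117, so most of the relation lay between the 3 letters. Epithelial RNA in the lamina propria sorts and a change within DCs cannot be told apart for these falls, because 3 letters are too few. No biological explanation was tested.

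Of the 147 named genes that were tested, members of the lists included, 72 had a tissue effect that differed between subsets in the F test. Plasma cell genes had no clear difference as a list for the mean of the tissue effects (median log2 fold change 0.38, adjusted p = 0.11 by fry), but they had one within subsets. Their median was 0.94 in CD11b+ DCs (adjusted p = 0.0080 by fry, 6 of 8 higher), 1.02 in double-positive DCs (adjusted p = 0.021, 6 of 8 higher) and -0.20 in CD103+ DCs (adjusted p = 0.014, 4 of 8 higher). Under total counts the rise in double-positive DCs was no longer past the threshold (0.85, adjusted p = 0.10), and by camera none of the 3 was (adjusted p from 0.17 to 0.50). In the F test 2 of the 8 genes had a tissue effect that differed between subsets. Igha, a plasma cell transcript, was abundant in both tissues, with 5345 ± 1332 CPM in lamina propria and 4214 ± 745 in lymph node CD11b+ DCs. Of the genes on the X chromosome, 94 of 537 tested were higher and 62 lower in lymph node for the mean of the tissue effects, and of those on the Y chromosome 5 of 6 were lower.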
